# Modeling the global effect of the basic-leucine zipper transcription factor 1 (bZIP1) on nitrogen and light regulation in Arabidopsis

**DOI:** 10.1186/1752-0509-4-111

**Published:** 2010-08-12

**Authors:** Mariana Obertello, Gabriel Krouk, Manpreet S Katari, Suzan J Runko, Gloria M Coruzzi

## Abstract

**Background:**

Nitrogen and light are two major regulators of plant metabolism and development. While genes involved in the control of each of these signals have begun to be identified, regulators that integrate gene responses to nitrogen and light signals have yet to be determined. Here, we evaluate the role of bZIP1, a transcription factor involved in light and nitrogen sensing, by exposing wild-type (WT) and bZIP1 T-DNA null mutant plants to a combinatorial space of nitrogen (N) and light (L) treatment conditions and performing transcriptome analysis. We use ANOVA analysis combined with clustering and Boolean modeling, to evaluate the role of bZIP1 in mediating L and N signaling genome-wide.

**Results:**

This transcriptome analysis demonstrates that a mutation in the bZIP1 gene can alter the L and/or N-regulation of several gene clusters. More surprisingly, the bZIP1 mutation can also trigger N and/or L regulation of genes that are not normally controlled by these signals in WT plants. This analysis also reveals that bZIP1 can, to a large extent, invert gene regulation (e.g., several genes induced by N in WT plants are repressed by N in the bZIP1 mutant).

**Conclusion:**

These findings demonstrate that the bZIP1 mutation triggers a genome-wide de-regulation in response to L and/or N signals that range from i) a reduction of the L signal effect, to ii) unlocking gene regulation in response to L and N combinations. This systems biology approach demonstrates that bZIP1 tunes L and N signaling relationships genome-wide, and can suppress regulatory mechanisms hypothesized to be needed at different developmental stages and/or environmental conditions.

## Background

Nitrogen (N) and light (L) are two important signals that regulate plant growth and development. Microarray studies have been used to investigate the genome-wide effects of regulatory interactions of signals like N, carbon (C) and L, as follows: C and N signaling [1-3], C and L signaling [4,5], C and circadian rhythm [6,7]. More recently, a study explored genome-wide effects of all combinations of C, L, N interactions in two different organs [8]. However, very little is known of the regulatory networks involved in the perception and transduction of N and L signals and their cross-talk [9]. A mechanism by which N and L signals exert their effects on plants is through their ability to affect the expression of a large number of genes. In fact, a number of transcription factors associated with changes in gene expression by N and L have been identified; interestingly, AtbZIP1 has been hypothesized to be one of them [10-13].

The basic-region leucine zipper (bZIP) transcription factor family is represented by multiple genes, encoding proteins that contain a basic region involved in DNA binding and nuclear import, and a leucine zipper dimerization domain [14,15]. It is becoming clear that plant bZIP factors are regulated by post-translational mechanisms affecting their DNA binding and transcriptional properties, their stability, and their capacity to form homodimers and heterodimers, and to interact with non-bZIP proteins [14]. These mechanisms enable a rapid and often reversible adaptation of bZIP activities in response to endogenous and environmental cues [14]. The *Arabidopsis thaliana *genome encodes approximately 75 predicted bZIP factors [16,17]. Like other transcription factor genes in plants, members of the bZIP transcription factor family are expressed in an organ-specific manner [18], and have been shown to regulate diverse biological processes such as stimulus-response [19,20], cell cycle specificity [21], control seed storage and maturation [22], pathogen defense and flower development [16]. It has also been recently shown that the activity of several bZIP transcription factors (including bZIP1) is partially mediated by KIN10, a kinase that is a central integrator of a transcription network involved in plant stress response and energy signaling [12]. Most recently, Kang et al. [23] studied the role of AtbZIP1 in sugar-mediated gene expression using a reverse genetic analyses. Their results indicate that AtbZIP1 acts as a negative regulator of early seedling growth in the absence of exogenous sugars in the culture medium, implicating a role of AtbZIP1 in sugar-mediated gene expression.

To identify the potential role of bZIP1 as an integrator of N and L signaling, this study identifies and characterizes the molecular defects of a bZIP1 T-DNA mutant on a genome-wide scale in the context of combinatorial treatments of N and L. Several models describing the role of bZIP1 in the genome-wide integration of these signals are derived from this analysis.

## Results

Several previous studies, including one from our laboratory, indicate that the *bZIP1 *transcription factor is regulated in response to nitrogen (N) and light (L) treatments [10-12]. To further study the role of bZIP1 in mediating the integration of N and L signaling, we studied the effect of a bZIP1 mutation in contrasted nutritional conditions of N and L combinatorial treatments. To interpret the results, we developed an analysis involving reverse genetics and statistical modeling of transcriptome data generated from different treatments that systematically vary nitrogen and light as input signals (Figure 1), as described below.

**Figure 1:**
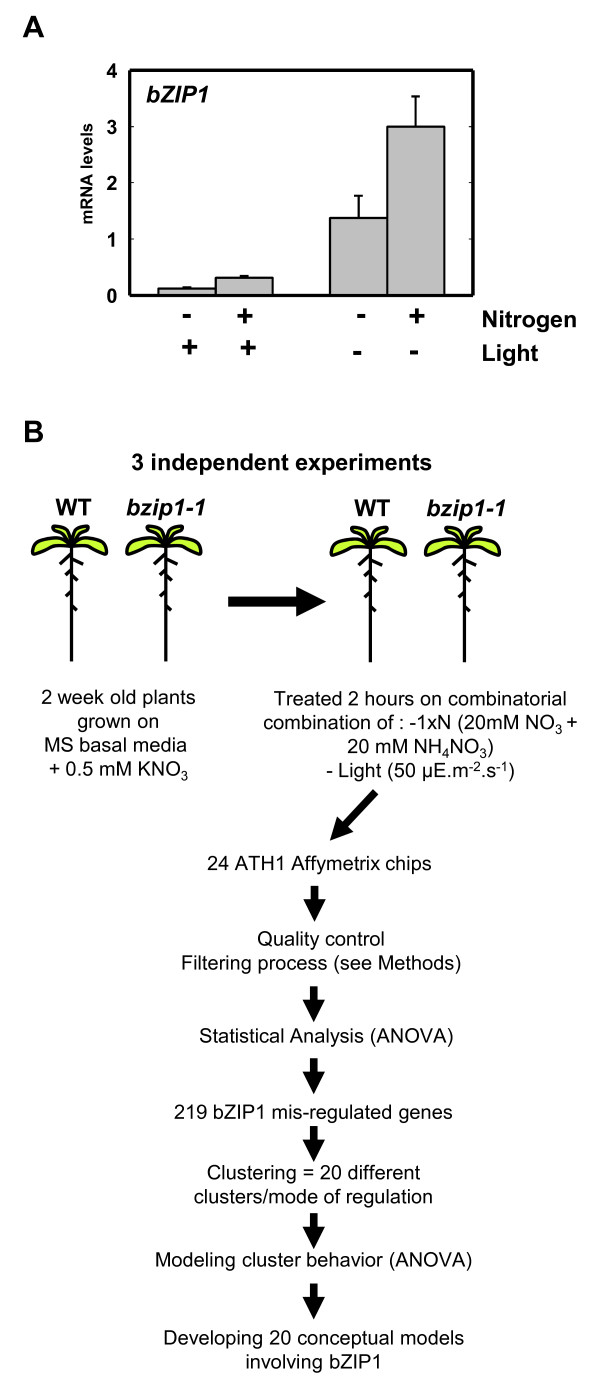
**Experimental design for systematic analysis of N and/or L-regulation via bZIP1**. (A) Quantification of *bZIP1 *mRNA levels in Col-0 plants. Transcript levels are determined by real-time PCR and are shown as relative to expression of Clathrin gene. Values are the mean ± SE from three biological replicates. (B) Schematic diagram of the data mining approach used in this study. Briefly, WT siblings and *bzip1-1 *T-DNA mutant plants are treated with combinatorial conditions varying light and nitrogen. Genome-wide analysis using ATH1 Affymetrix chips has been used in order to quantify mRNA levels. Modeling of microarray data, using ANOVA/clustering procedure (detailed in Methods), enables the identification of genes for which bZIP1 is involved in mediating the effects of N and/or L signal integration.

### Characterization of *bZIP1 *regulation and isolation of T-DNA knock-out mutants

We tested conditions of pre-treatment and treatment that optimized *bZIP1 *regulation in response to nitrogen and light treatments. Following this protocol, 14-day-old Arabidopsis seedlings grown in low N conditions (0.5 mM KNO_3_), were treated with nitrogen concentrations found in standard MS media (40 mM NO_3 _and 20 mM NH_4_, referred herein as 1xN) for 2 hrs in either light- or dark-adapted growth conditions (see Methods). The 1xN treatment consists of the same N source found in standard MS salts, which is the established standard amount of N for plant growth [24], and was successfully used before to identified inorganic and organic N responses in Arabidopsis [10]. Thus, plants were subject to four different nitrogen and/or light treatments (-N-L (as control); +N-L; -N+L; +N+L). Quantification of *bZIP1 *mRNA in wild-type Columbia ecotype (Col-0) plants, confirmed that *bZIP1 *mRNA is induced by N-treatment and repressed by L-treatment as described below (Figure 1A). In wild-type Col-0 plants, N-treatment led to an equal induction of *bZIP1 *mRNA in either absence or presence of light: +N-L/-N-L = 2.17 fold; +N+L/-N+L = 2.60 fold (2-way ANOVA nitrogen effect *p *< 0.05). Similarly, L-treatment led to an equal repression of *bZIP1 *in either the absence or presence of N; -N-L/-N+L = 11.65 fold; +N-L/+N+L = 9.74 fold (2-way ANOVA light effect *p *< 0.0001). This result demonstrates that *bZIP1 *mRNA levels are controlled by N or L signaling, but that these signals do not interact in the control of *bZIP1 *mRNA accumulation (2-way-ANOVA interaction factor between N and L is non-significant). In other words, N and L act independently to control *bZIP1 *mRNA accumulation.

In order to investigate the role of bZIP1 in the control of gene expression in response to N and L treatments, we obtained a T-DNA mutant knock-out Arabidopsis line (*bzip1*-*1*) (see Methods), which contains a T-DNA insertion in its single exon (Figure 2A). We characterized bZIP1 mutant lines for homozygous for the T-DNA insert. We also characterized a WT sibling (WT-sib) derived from a backcross of a heterozygous line for the bZIP1 T-DNA mutation, as identified by PCR analysis on genomic DNA (Figure 2B). Quantification of *bZIP1 *mRNA levels by RT-PCR, revealed that transcripts of *bZIP1 *are undetectable in the homozygous *bzip1*-*1 *T-DNA mutant in either shoots or roots (Figure 2C). To insure that the changes in global gene regulation were due to the deletion in the bZIP1 gene, we compared the expression values of *bZIP1 *mRNA in the *bzip1*-*1 *T-DNA mutant to a WT sibling, as described below.

**Figure 2:**
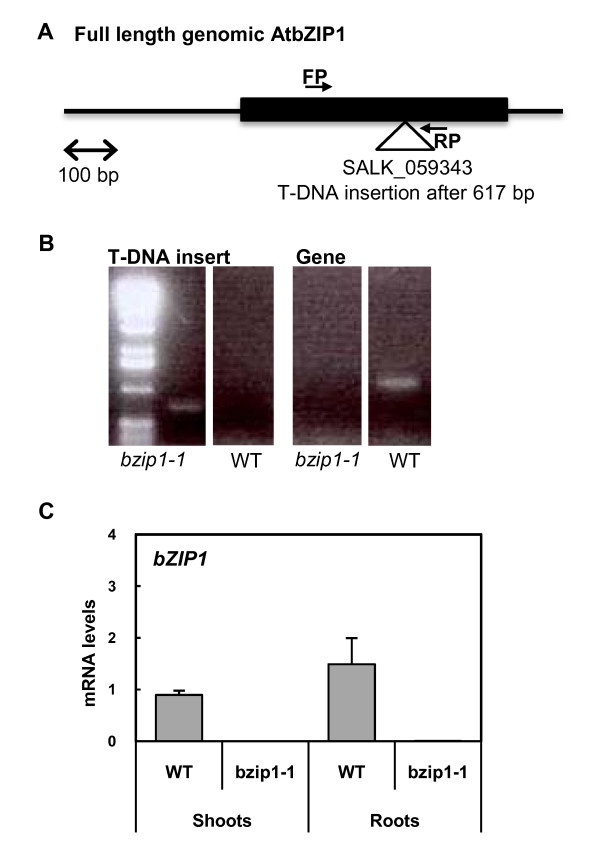
**Molecular characterization of *bzip1-1***. (A) Relative position of T-DNA insertion in bZIP1 gene and primers used for the real-time PCR (FP: forward primer; RP: reverse primer). (B) Comparative PCR of the flanking region T-DNA insertion site. (C) Expression of *bZIP1 *mRNAs in WT siblings and *bzip1-1 *plants. Transcript levels are determined by real-time PCR and are shown as relative to expression of Clathrin gene. Values are the mean ± SE from three biological replicates.

### Genomic microarray analysis of wild-type and *bzip1-1 *T-DNA mutant seedlings

The *bzip1-1 *T-DNA mutant and WT-sib plants were subjected to the systematic combination of N and L conditions described above (see Figure 1B) in three independent experiments (biological triplicates). 

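Seedlings of the T-DNA mutant bzip1-1 and of WT-sib, a sibling without the insertion, grew for 14 days on 0.5 mM KNO3 and were then treated for 2 h. The treatment plates held nitrogen (+N, 20 mM each of KNO3 and NH4NO3) or KCl in its place (-N), and stood in light (+L) or under foil (-L). RNA was hybridized to ATH1 arrays, 3 for each of the 8 groups of genotype and treatment, 24 in all. The authors turned each array into MAS 5.0 signal intensity, on a linear scale, for 22810 probe sets. The mean signal without the lowest and highest 2% was 500 on every array, and the median ran from 182 to 216. The 64 control probe sets were set aside, and the other 22746 were tested on the log2 scale with limma. The authors' filter on detection calls was not applied, since the values used here carry no calls. The model held N, L, G and their products, with N, L and G coded as differences of mean log2 signal: +N minus -N, +L minus -L, and bzip1-1 minus WT-sib. N*G is the response to N in bzip1-1 minus that in WT-sib, L*G is the same for light, and N*L*G is N*G in light minus N*G in the dark. Each log2 change is given with its standard error (SE), and p is adjusted over all probe sets tested unless it is called unadjusted. A single gene could be named for 14310 probe sets, 874 of them only from the paper's own tables of regulated genes, and no table names the probe set of bZIP1. Arrays that share a replicate number resembled each other. Their deviations from the group means correlated across probe sets, which are not independent replicates, with a median r of 0.50 over 84 pairs of arrays. Over 168 pairs with different numbers it was -0.21, which is no separate evidence, since the deviations within a group cancel. The model without the replicate number is used throughout, and the fit with the number as a block is an alternative. The -N+L arrays of replicate number 1 stand apart for 2 of the transcripts that differ most between the genotypes, while the plastid gene psbB keeps its direction there. The probe set with the lowest genotype change, which no table names and which is called the lowest probe set below, had a signal of 56.5 on the array labelled WT-sib and 471 on the array labelled bzip1-1, against 519 to 6034 and 68.6 to 123 on the other arrays in light. AT3G56290 had 7861 and 1806 on these arrays, against 1656 to 2687 on the other WT-sib arrays in light and 6747 to 11651 on the other bzip1-1 arrays in light. In the other 11 pairs of arrays both probe sets kept a single direction, and the labels were used as given.

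**Figure D1:**
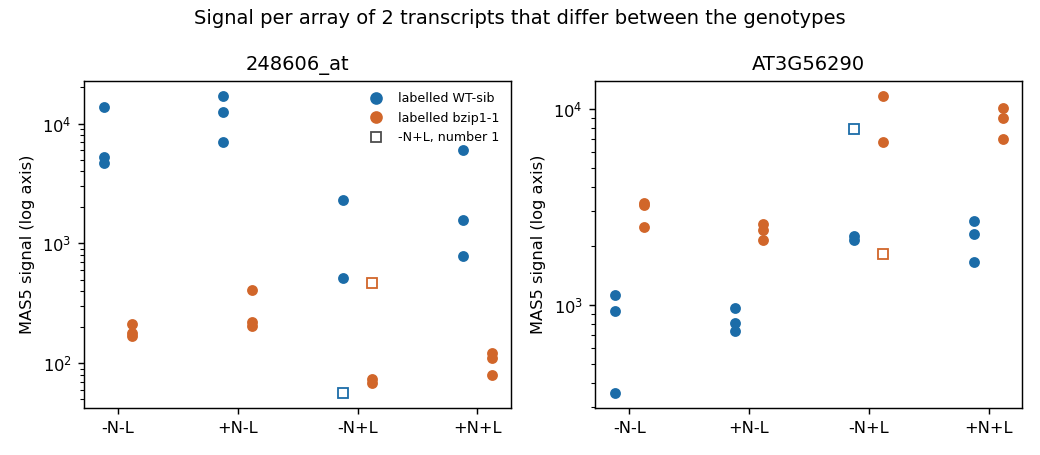
MAS5 signal on a log axis of the lowest probe set and AT3G56290 on each of the 24 arrays, by treatment and labelled genotype. Open squares are the -N+L arrays of number 1, where the lowest probe set has 56.5 on the array labelled WT-sib and 471 on that labelled bzip1-1.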

RNA obtained from these samples was subjected to transcriptomic analysis using Arabidopsis ATH1 Affymetrix chips (results deposited as GEO accession number GSE21601). Three-way ANOVA (factors being: Light = L, Nitrogen = N, Genotype = G) was used to detect genes for which Genotype factor has an effect on its own, or in combination with either L, N or both (for further details see Methods). This approach detected 4,920 L-regulated genes; 720 N-regulated genes; 114 G-regulated genes; 194 L*N-regulated genes; 56 N*G-regulated genes, 33 L*G-regulated genes; 33 N*L*G-regulated genes (for the complete lists of these groups see Additional file 1). 

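Light raised transcripts of flavonoid synthesis and lowered those that accumulate in darkness. AT1G06000, a flavonol rhamnosyltransferase, rose by log2 5.38 (SE 0.54, adjusted p = 1.9e-07), in 12 of 12 pairs of arrays. The flavonoid enzymes F3H and TT5 rose by 3.49 (SE 0.21) and 2.21 (SE 0.11), GPT2, a plastid glucose 6-phosphate translocator, by 3.91 (SE 0.40), and the clock component GI by 3.77 (SE 0.27). ASN1, an asparagine synthetase, fell by 3.24 on the log2 scale (SE 0.26, adjusted p = 7.3e-09), and AKINBETA1, a subunit of the SnRK1 kinase, and SEN1, a marker of darkness and senescence, changed by -3.05 (SE 0.17) and -3.10 (SE 0.30). All 13 measured genes of the dark-inducible and starvation list fell (13 when adjusted over the list alone). For the 6 of them named by the array's own table, camera gave p = 2.3e-10 with a preset correlation and p = 0.0062 with an estimated correlation. Of 9 regulators of the nitrate response 7 fell, among them BT2, a BTB-TAZ protein, at -5.17 (SE 0.40). Of 5 flavonoid and early light-induced genes 3 rose (4 with the replicate block), and 4 of 7 heat shock genes did, with HSP17.6A at 2.98 (SE 0.33). Among 4 clock genes 3 rose and 1 fell, and among 5 genes of ammonium assimilation 2 rose and 2 fell, with the transporter AMT1;2 at 3.49 (SE 0.32) and the dehydrogenase GDH2 at -1.71 (SE 0.24). Adjusted over the list alone, 7 of the regulators, 4 flavonoid, 4 heat shock, 4 clock and 4 ammonium genes passed. Nitrogen raised most, but not all, of the measured genes of nitrate uptake and assimilation, as counted below. GAT1_2.1, a glutamine amidotransferase-like protein, rose by 3.45 (SE 0.37, adjusted p = 2.3e-05), BT2 by 3.27 (SE 0.40) and G6PD3, a plastid glucose 6-phosphate dehydrogenase, by 2.84 (SE 0.36), each in 12 of 12 pairs. The kinase gene CIPK3 rose by 2.04 (SE 0.13, adjusted p = 7.6e-09), and ASN2, a second asparagine synthetase, by 1.78 (SE 0.19). FRK1, a receptor kinase of the flagellin response, fell by 1.44 (SE 0.19), and the cation exchanger gene CAX7 fell by 1.33 (SE 0.18). Of 12 genes of nitrate uptake and assimilation 8 rose with N and none fell (10 when adjusted over the list alone), and of the regulators 7 rose (8 over the list alone). Most members of these lists are named only by the paper's tables of genes regulated on these arrays, so their counts are not independent evidence. In limma 5660 probe sets passed for L, 3003 of them higher in light, 217 for N, 159 of them higher with nitrogen, and 9 for L*N. At the paper's unadjusted threshold of 0.01 the counts were 5423, 802 and 243, where evenly spread p-values give 227. With the replicate block, 652 passed for N and 38 for L*N, while plain ANOVA on linear or on log2 signal gave fewer than 9 for L*N.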

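The plastid gene psbB, which encodes a core protein of photosystem II, was lower in bzip1-1 by a log2 change of -0.95 (SE 0.15, adjusted p = 0.038), in 12 of 12 pairs of arrays. The psbB G call was lost in 18 of 24 fits that leave out 1 array, with median scaling (adjusted p = 0.061), without the trend (adjusted p = 0.11) and with plain ANOVA on log2 signal (adjusted p = 0.13) or linear signal (adjusted p = 0.075), and was kept with the replicate block (adjusted p = 0.0017). The lowest probe set, which is unnamed, was lower by 4.13 (SE 0.48, adjusted p = 0.00068), in 11 of 12 pairs. AT3G56290 had a log2 change of 1.55 (SE 0.27, adjusted p = 0.078, and 0.049 with the replicate block), and atpH, a plastid gene for an ATP synthase subunit, of -0.70 (SE 0.13, adjusted p = 0.11, and 0.038 with the block). Of 69 plastid-encoded probe sets 56 had a value below 0, with a median of -0.13, and 1 passed, which was lower (3 with the block, 5 when adjusted over the list alone). Camera gave this list p = 1.6e-12 with a preset correlation, and p = 0.185 with an estimated correlation. The median of these probe sets was 0.07 in replicate number 1, -0.12 in number 2 and -0.41 in number 3. In number 3 the spike-in DapX read 1102 to 1498 on the WT-sib arrays and 722 to 987 on the bzip1-1 arrays, and 5S rRNA read 1372 to 1828 and 753 to 1049. In number 1, 5S rRNA was instead lower in WT-sib, at 11.7 to 23.8 against 24.2 to 72.1, while DapX overlapped. These 5S rRNA values are far below those of number 3, and the WT-sib ones lie near the 10th percentile of the arrays, 10.5 to 18.7. In number 2, 5S rRNA overlapped (881 to 1378 and 834 to 1337), and DapX read 202 to 274 and 156 to 170. For G, 2 probe sets passed in limma (7 with the block), and none passed for N*G, L*G or N*L*G. At an unadjusted p under 0.05 these interactions held 613, 390 and 408 probe sets (1340, 691 and 680 with the block), where evenly spread p-values give 1137, and plain ANOVA on linear or on log2 signal also gave 0 after adjustment. At the paper's threshold of 0.01, G held 122 probe sets (308 with the block) and N*L*G 54 (99 with the block). The union of the 4 terms held 300 (718 with the block), and 109 of the 219 listed probe sets passed in limma. With the paper's own test, plain ANOVA on linear signal, 218 of the 219 passed, along with 122 that are not listed. The list was drawn from these arrays, so neither count is independent evidence.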

The union of these four gene lists having G (genotype) as an influential factor corresponds to 219 distinct genes (including bZIP1 itself) whose regulation is affected by the *bzip1-1 *mutation (Additional file 2). This analysis shows that a *bZIP1 *mutation affects N and L regulation to the same extent, based on the number of mis-regulated genes (for a gene by gene histogram of regulation please refers to Additional file 3).

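Among the brighter named genes, AT5G59000 and AT1G23040 had the smallest p-values for N*G. Their log2 differences in N response were 0.94 (SE 0.27, adjusted p = 1.00) and 0.97 (SE 0.29). For L*G, NACA3, a subunit of the nascent polypeptide-associated complex, had 0.43 (SE 0.14, adjusted p = 1.00) and PIT1 0.64 (SE 0.20). None of these passed after adjustment in limma. At an unadjusted p under 0.01, 85 probe sets were held by N*G and 52 by L*G, where evenly spread p-values give 227 for each. With the replicate number as a block the counts were 223 and 113, and plain ANOVA on linear signal gave 86 and 59. Whether the N*G and L*G counts differ was not tested. Leaving out the bzip1-1 +N-L array of number 3 brought the N*G count to 158.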

### The *bzip1-1 *mutation triggers different modes of mis-regulation

With the aim of gaining further insight into the role of bZIP1 in the regulation of gene expression in response to N *and *L, we clustered the expression of the 219 genes whose response to N and/or L is misregulated in the *bzip1-1 *mutant, compared to its WT sibling (see Methods for details). This analysis generated 20 gene clusters ranging between 4 and 20 genes per cluster (clusters 1 to 10 in Figure 3 and clusters 11 to 20 in Figure 4). 

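The clusters range from the 20 genes of #4, with the purple acid phosphatase PAP22, to the 4 genes of #17, with the transcription factor TCP20. The 19 genes of #8 include the plastid genes ndhH and ycf4, and the 13 genes of #16 the rhomboid-like protease gene RBL5, the acyl-CoA oxidase gene ACX6 and CS26, a plastid enzyme of the cysteine synthase family. No list of cluster members was found, so membership was rebuilt from the 219 listed probe sets and checked against the sums of squares in Additional file 4, within 5%. The methods name Pearson correlation with average linkage, and k-means, and the 8 group means as input were a choice made here. Average linkage gave clusters of 1 to 29 genes and matched 1 of 20, and k-means also matched 1. Complete linkage gave clusters of 5 to 20 genes and matched 14. All 20 matched, with 4 to 20 genes, once the 1 listed probe set that fails the ANOVA threshold was exchanged for an unlisted one that passes it. This exchange was chosen after the values were seen, from 122 tried, of which the next best matched 16. For the values that follow, the signal of each gene was divided by its mean over 24 arrays and averaged over the cluster on each array. Each p comes from an exact two-sided permutation test over arrays. The smallest p is 0.005 for N or L within a genotype and 1.25e-05 for a term with genotype. For a difference between the genotypes within 1 light state or 1 nitrogen state it is again 0.005. These arrangements ignore the replicate number. A second exact test, chosen after the values were seen, exchanges labels only within pairs of arrays that share the number. Its smallest p is 0.0312 within a genotype and 0.000488 for a term with genotype, and it is given where it ends a call. The value without dim members, those below the 40th percentile of mean signal, was also chosen after the values were seen, and the leading difference between the genotypes was then smaller by over 1.5-fold in 11 of the 20 clusters. Permuting the genotype also spreads any G difference over the interactions, which makes their tests conservative. The genes were chosen on these arrays for such differences, so none of these p-values is independent evidence.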

The analysis of these gene clusters indicates that the *bzip1-1 *mutation triggers at least four different classes of gene expression deregulation as follows:

**Figure 3:**
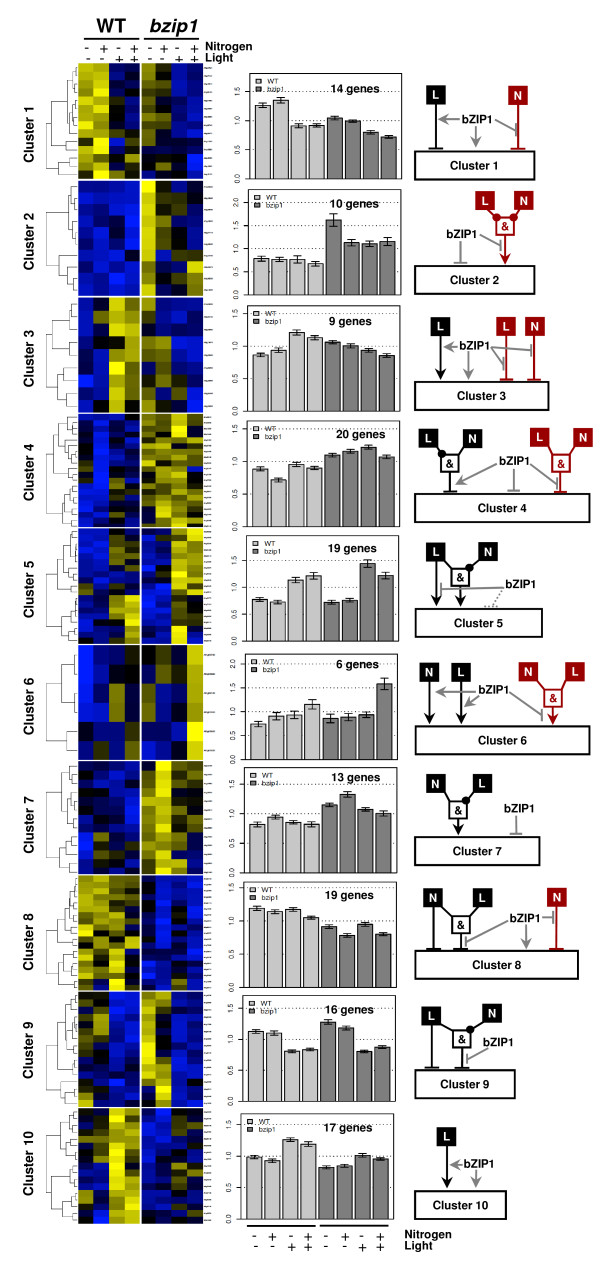
**The *bzip1-1 *mutation triggers different modes of de-regulation in response to N and L treatments (clusters 1 to 10)**. ANOVA identified 219 genes misregulated in *bzip1-1 *compared to a WT sibling that were then used for cluster analysis (see Methods). A heatmap is presented for each cluster, with the regulation of any single gene in it and the histogram is a centroid plot of the whole cluster expression. The whole cluster has been used in order to run a second ANOVA to detect the effect of the signals and the *bzip1-1 *mutation (Additional file 4). The results of the second ANOVA, together with the analysis of the centroid histograms, allowed us to build a conceptual model of the role of the bZIP1 gene for each cluster/mode of de-regulation. As in Boolean logic, a black circle drawn on an edge represents the negation of the signal (for example in cluster 17: "No light and no nitrogen induces cluster expression"). To simplify the interpretation of the figure, when the logic gate uncovered using the *bzip1-1 *mutant plants was different from the one derived for the WT-sib, the Boolean model has been colored in red (to right side of the Boolean conceptual models).

**Figure 4:**
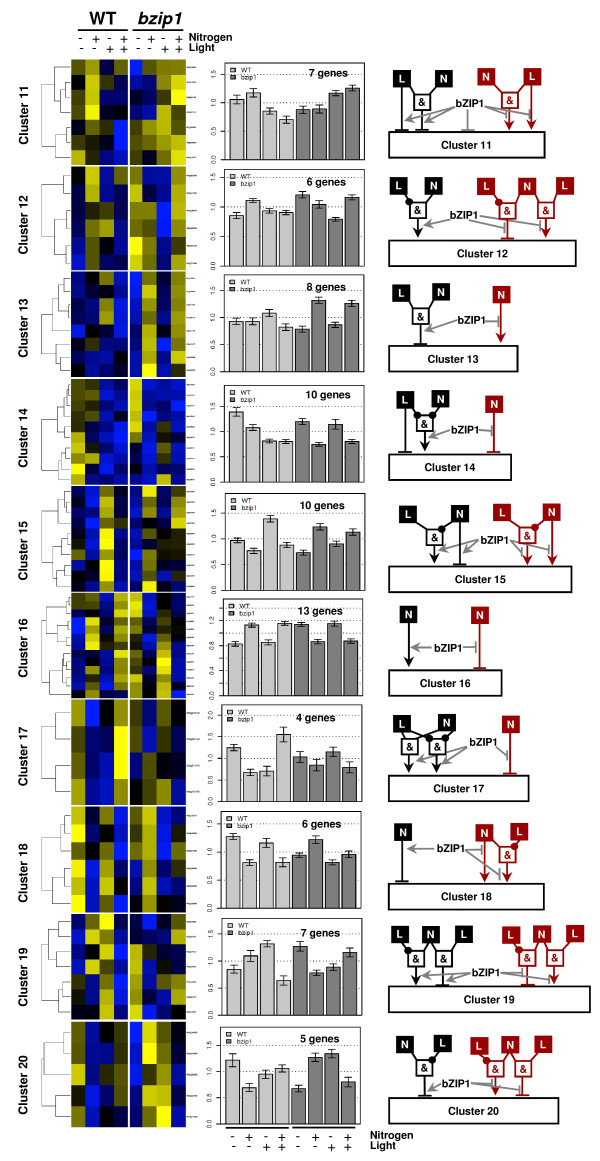
**The *bzip1-1 *mutation triggers different modes of de-regulation in response to N and L treatments (clusters 11 to 20)**. Idem Figure 3

In the first class misregulated genes, in four cases (clusters #1, 6, 9, 10) the *bzip1-1 *mutation attenuates signal regulation. All of these clusters have in common an attenuation of L signaling by the bZIP1 mutation. This demonstrates that bZIP1 is directly or indirectly involved in sustaining gene expression modulation by light, as confirmed by previous studies [12].

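The 14 genes of cluster #1, with FRS12, a FAR1-related protein, and the carboxypeptidase-like gene scpl30, were lower in light in both genotypes. Their scaled signal changed by -0.393 in WT-sib and by -0.258 in bzip1-1 (exact permutation p = 0.005 each). The 17 genes of cluster #10, with SUVH2, a histone methyltransferase homologue, rose in light by 0.270 in WT-sib and 0.151 in bzip1-1 (exact p = 0.005 each). Within it, TPR16 rose in WT-sib by a log2 change of 0.46 (SE 0.13, adjusted p = 0.020) and had 0.04 (SE 0.13) in bzip1-1. The 6 genes of cluster #6 rose in light by 0.220 (exact p = 0.015) in WT-sib and 0.383 (exact p = 0.01) in bzip1-1, with an exact p of 0.0625 each when labels are exchanged within pairs of 1 replicate number. The change in #6 was 0.193 in WT-sib and 0.0747 in bzip1-1 under -N, and 0.247 and 0.692 under +N, so it was smaller in bzip1-1 only without nitrogen (difference of -0.118, exact p = 0.255, against 0.446, exact p = 0.05). Its N*L*G value was 0.564 (exact p = 0.0162, which adjusts to 0.0541 over the 20 clusters). Without its 1 dim gene the averaged light change in bzip1-1 was 0.188 (exact p = 0.105) and the difference -0.0536 (exact p = 0.67). The 16 genes of cluster #9, with PSBP-2, a PsbP-like protein, changed by -0.293 in WT-sib and by -0.392 in bzip1-1 (exact p = 0.005 each). The difference between the genotypes in the light response was 0.134 in #1 (exact p = 0.285), -0.119 in #10 (exact p = 0.237), 0.164 in #6 (exact p = 0.211) and -0.0995 in #9 (exact p = 0.0506). Over the 20 clusters these p-values adjust to 0.569, 0.555, 0.555 and 0.22, and exchange within pairs gives exact p-values of 0.403, 0.321, 0.313 and 0.0723. By replicate number the difference ran from 0.0159 to 0.211 in #1, from -0.2 to -0.00609 in #10, from 0.0172 to 0.247 in #6 and from -0.105 to -0.0899 in #9. The level itself differed between the genotypes, by -0.221 in #1 (exact p = 6.25e-05) and -0.183 in #10 (exact p = 7.5e-05). For TPR16 the difference in light response was -0.42 (SE 0.18, adjusted p = 1.00).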

Unexpected, all clusters in the second class of genes (clusters #3, 11, 15, 16, 18) share the property that the *bzip1-1 *mutation triggers a regulation of gene expression by the N or L signals that is inverse to the WT-sib response. For instance, the 13 regulated genes in cluster #16 are *induced *by N in the WT-sib, while in the *bzip1-1 *mutant, they are *repressed *by N treatment. This observation leads to the tentative hypothesis that bZIP1 is involved in a yet-to-be-defined "switching" system involved in modifying gene response to nutritional cues, perhaps depending on environmental conditions or developmental stages.

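The 7 genes of cluster #11, with the baruol synthase gene BARS1, the purple acid phosphatase gene PAP14 and KCS15, a 3-ketoacyl-CoA synthase of very long chain fatty acids, fell in light in WT-sib and rose in light in bzip1-1. Their scaled signal changed by -0.338 (exact permutation p = 0.01, and 0.0625 by exchange within pairs) and by 0.330 (exact p = 0.005). Without its 5 dim genes cluster #11 had light changes of -0.133 in WT-sib (exact p = 0.045) and 0.114 in bzip1-1 (exact p = 0.1) and a difference between the genotypes of 0.247 (exact p = 0.00222). The 9 genes of cluster #3 went the other way, by 0.270 in WT-sib (exact p = 0.005) and -0.138 in bzip1-1 (exact p = 0.01). In cluster #15, 10 genes with the kinase gene WAG2 of auxin transport and the alpha-amylase gene AMY1, N changed the signal by -0.357 in WT-sib (exact p = 0.005) and by 0.364 in bzip1-1 (exact p = 0.01). In the 6 genes of cluster #18, with the transcription factor WRKY61, N changed it by -0.406 and 0.208 (exact p = 0.005 each). The difference between the genotypes was 0.669 for light in #11, -0.408 for light in #3, 0.721 for N in #15 and 0.615 for N in #18. Without dim genes it was -0.372 in #3, 0.435 in #15 and 0.371 in #18, and N changed #15 in bzip1-1 by 0.172 (exact p = 0.025) and #18 in WT-sib by -0.231 (exact p = 0.005). With all genes the exact p-values were 1.25e-05, 6.25e-05, 1.25e-05 and 3.75e-05, which adjust over the 20 clusters to 0.00025, 0.000625, 8.33e-05 and 0.000188. By replicate number the difference ran from 0.596 to 0.781 in #11, from -0.455 to -0.373 in #3, from 0.523 to 0.887 in #15 and from 0.520 to 0.687 in #18. Gene by gene, BARS1 in WT-sib fell by 1.26 on the log2 scale in light (SE 0.40, adjusted p = 0.039) and had 0.59 (SE 0.40) in bzip1-1. WAG2 had log2 changes with N of -0.97 (SE 0.59) and 1.65 (SE 0.59), AMY1 of -1.06 and 0.35 (SE 0.34 each), and WRKY61 of -0.86 and 0.07 (SE 0.21 each), of which none passed the adjusted test. BARS1, WAG2, AMY1 and WRKY61 are all dim, so these log2 changes come from low signals. Over all probe sets, limma found 0 whose opposite responses passed for N*G or L*G, with or without the block, and plain ANOVA also found 0. At unadjusted p-values under 0.05 in both genotypes, 11 had opposite responses to N (32 with the block) and 8 to light. The genes were picked for these differences on the same arrays, so the cluster tests are not independent evidence. From the inverse responses, the paper proposes, as a tentative hypothesis, that bZIP1 takes part in a still undefined switching system for responses to nutritional cues.

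**Figure D2:**
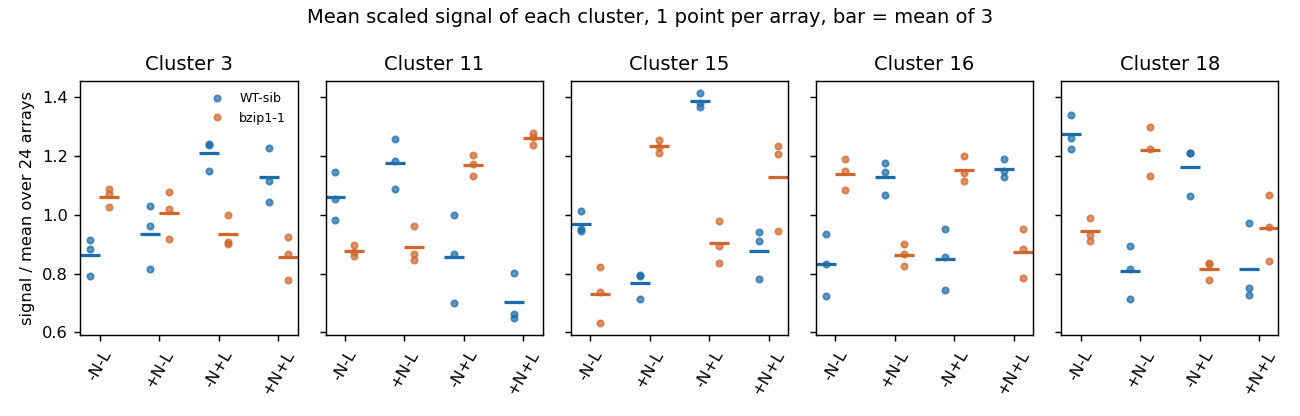
Scaled signal of clusters #3, #11, #15, #16 and #18 by treatment, with 1 point per array and a bar at the mean of 3 arrays, WT-sib in blue and bzip1-1 in orange. In cluster #11 light changes the signal by -0.338 in WT-sib and by 0.330 in bzip1-1.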

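The 13 genes of cluster #16 rose with N by 0.302 in WT-sib and fell by 0.277 in bzip1-1 in scaled signal (exact permutation p = 0.005 each). In WT-sib the change was 0.298 in the dark and 0.306 in light, and in bzip1-1 it was -0.276 and -0.279. Without 7 dim genes N changed the cluster by 0.226 in WT-sib (exact p = 0.01) and -0.226 in bzip1-1 (exact p = 0.005). The difference between the genotypes was then -0.451 (exact p = 5e-05). RBL5, the rhomboid-like protease gene, had log2 changes with N of 1.43 in WT-sib and -0.38 in bzip1-1 (SE 0.39 each). The acyl-CoA oxidase gene ACX6 had 0.84 and -0.88 (SE 0.35 each), and CS26 0.41 and -0.45 (SE 0.22 each). None of these gene values passed the adjusted test, and for ACX6 the difference between the genotypes was -1.72 (SE 0.50, adjusted p = 1.00). RBL5 and ACX6 are dim, and CS26 is not. The difference for the cluster was -0.579 (exact p = 1.25e-05, the smallest possible), or -0.603, -0.696 and -0.439 in replicate numbers 1, 2 and 3. All 13 genes were selected on these arrays, so these p-values are not independent evidence.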

This analysis also shows that a third class of genes (clusters #2, 5, 8, 13, 14, 19) encompasses genes for which the *bzip1-1 *mutation triggers a new or hidden regulation. 

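The 19 genes of cluster #8, among them the plastid genes ndhH and ycf4 and the carboxypeptidase-like gene scpl21, were lower in bzip1-1 by -0.277 in scaled signal (exact permutation p = 1.25e-05). N lowered them in both genotypes, by -0.0867 in WT-sib (exact p = 0.03, 0.0938 by exchange within pairs, and 0.065 without 2 dim genes) and -0.139 in bzip1-1 (exact p = 0.015), and these changes differed by -0.0525 (exact p = 0.701). The genotype change of ndhH was -0.71 on the log2 scale (SE 0.16, adjusted p = 0.77). In the 10 genes of cluster #14, with the cyclin gene CYCA3;2, light lowered the signal in WT-sib by -0.427 (exact p = 0.005), and bzip1-1 had 0.000854 (exact p = 0.99). This difference of 0.428 had an exact p of 0.0007, which adjusts to 0.00467 over the 20 clusters, and ran from 0.38 to 0.456 by replicate number. Without its 2 dim genes it was 0.22 (exact p = 0.034), with -0.352 in WT-sib (exact p = 0.005) and -0.132 in bzip1-1 (exact p = 0.07). In WT-sib CYCA3;2 fell by 0.67 on the log2 scale in light (SE 0.20, adjusted p = 0.027) and had 0.18 (SE 0.20) in bzip1-1. The 7 genes of cluster #19, with ATBRXL2, a BREVIS RADIX-like gene, had N changes of 0.246 in the dark and -0.68 in light in WT-sib, and of -0.49 and 0.271 in bzip1-1. Their N*L*G value was 1.69 (exact p = 1.25e-05), from 1.08 to 2.00 by replicate number, and 0.745 (exact p = 0.000888) in the 2 genes that are not dim. The 19 genes of cluster #5, with the beta-amylase gene BAM6, rose in light by 0.425 in WT-sib and 0.588 in bzip1-1 (exact p = 0.005 each). Their N*L*G value was -0.390 (exact p = 0.0162, which adjusts to 0.0541 over the 20 clusters), -0.46 (exact p = 0.052) without the -N+L arrays of number 1, and -0.116 (exact p = 0.402) without its 5 dim genes. The selection of these genes on the same arrays holds here too, so the tests are not independent evidence.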

One striking example of this is cluster #2, for which genes are not regulated by N and L in WT-sib. However, when *bZIP1 *is mutated, the overall expression level of all genes in the cluster is increased, and all 10 genes are now regulated (repressed) in the absence of N and/or L. Cluster #13 is another striking example of this type of regulation. 

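The 10 genes of cluster #2, which include DIC3, a mitochondrial dicarboxylate carrier, and AT5G14560, 7 of them dim, had higher signal in bzip1-1 under all 4 treatments. In WT-sib their scaled signal was 0.784 ± 0.108 (SD, 3 arrays) under -N-L, 0.767 ± 0.0343 under +N-L, 0.767 ± 0.124 under -N+L and 0.672 ± 0.0822 under +N+L. In bzip1-1 it was 1.62 ± 0.436, 1.13 ± 0.222, 1.10 ± 0.0767 and 1.16 ± 0.256 in the same order. The genotype difference was 0.505 (exact permutation p = 1.25e-05), or 0.321, 0.552 and 0.641 in replicate numbers 1, 2 and 3. It was 0.277 (exact p = 0.000112) in the 3 genes that are not dim, and 0.413 (exact p = 1.25e-05) without AT5G14560, whose signal lies near or below the 10th percentile of the arrays. Within bzip1-1, N gave -0.221 (exact p = 0.255) and light -0.245 (exact p = 0.21), and within WT-sib N gave -0.0557 (exact p = 0.325). The N*L*G value was 0.62 (exact p = 0.289). DIC3, a dim gene, had a genotype change of 0.55 on the log2 scale (SE 0.21, adjusted p = 1.00). These genes too were chosen by the same arrays, which makes the p-values not independent evidence.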

In WT-sib plants, the 8 genes in cluster #13 are modestly induced by +N/-L, however in *bzip1-1 *mutant plants, those 8 genes tend to be strongly and consistently induced by N (*p *= 3.85 × 10^-6^, see Additional file 4). These observations highlight the point that *bZIP1 *might be involved in bypassing gene regulation (e.g., by N for cluster #13) needed in other circumstances, such as a different hydro-mineral environment, or at a different developmental stage.

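The 8 genes of cluster #13, with the NADPH oxidase gene RBOHA and the transcription factor NAC074, rose with N in bzip1-1 by 0.465 in scaled signal (exact permutation p = 0.005), 0.534 in the dark and 0.396 in light. In WT-sib the change was -0.130 (exact p = 0.12), made of 0.000691 in the dark and -0.262 in light. The responses differed by 0.596 (exact p = 1.25e-05, adjusted to 8.33e-05 over the 20 clusters), or 0.451, 0.719 and 0.618 by replicate number. Without 3 dim genes they differed by 0.351 (exact p = 0.00015), with N changes of 0.00863 in WT-sib (exact p = 0.84) and 0.36 in bzip1-1 (exact p = 0.005). RBOHA had log2 changes with N of -0.98 in WT-sib and 0.79 in bzip1-1 (SE 0.48 each), and NAC074 of -0.11 and 0.74 (SE 0.24 each). RBOHA and NAC074 are both dim, and neither passed the adjusted test. The cluster was formed from genes chosen on these arrays, which is not independent evidence.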

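The 20 genes of cluster #4, among them PAP22 and AT1G27990, had higher scaled signal in bzip1-1 by 0.273 (exact permutation p = 1.25e-05), or 0.2, 0.398 and 0.222 in replicate numbers 1, 2 and 3. In WT-sib N changed them by -0.111 (exact p = 0.02, and 0.09 without 10 dim genes) and light by 0.125 (exact p = 0.01), and in bzip1-1 the values were -0.0449 (exact p = 0.435) and 0.0174 (exact p = 0.755). These responses differed between the genotypes by 0.0665 for N (exact p = 0.643) and -0.108 for light (exact p = 0.45). PAP22, a dim gene, had a genotype change of 0.92 on the log2 scale (SE 0.34, adjusted p = 1.00). In WT-sib the 4 genes of cluster #17, with TCP20 and AT4G13150, had N changes of -0.577 in the dark and 0.847 in light. In bzip1-1 the changes were -0.191 and -0.361. The N*L*G value was -1.59 (exact p = 0.000112), from -1.80 to -1.36 by replicate number, and -0.516 (exact p = 0.00625) in the 1 gene of the 4 that is not dim. TCP20 had an N*L*G value of -0.77 (SE 0.34, adjusted p = 1.00). Both sets of genes come from the list drawn on these arrays and are not independent evidence.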

The fourth class of genes (clusters #4, 17 and 20) show a complex de-regulation in response to N and/or L treatment. We hypothesize that these clusters might represent the composite effects of the three cases illustrated above. For example, cluster #20 contains genes clearly repressed by N in the dark (-L) in WT-sib, and induced by N in the dark in the *bzip1-1 *mutant. This partial reversion of the N effect (which occurs only in dark conditions) could correspond to the phenomenon described above.

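For the 5 genes of cluster #20, with the MADS box gene AGL28, the phloem protein gene PP2-A7 and UBP1, the N change in the dark was -0.525 in WT-sib and 0.597 in bzip1-1. The difference of 1.12 had an exact permutation p of 0.005, the smallest possible within 1 light state. In light the values were 0.112 in WT-sib and -0.543 in bzip1-1, which differ by -0.655 (exact p = 0.005). The N*L*G value was -1.78 (exact p = 1.25e-05), it lay from -1.81 to -1.72 over the replicate numbers, and in the 1 gene that is not dim it was -0.794 (exact p = 0.00549). AGL28 had an N*L*G value of -4.12 on the log2 scale (SE 1.45, adjusted p = 1.00) and UBP1 of -3.31 (SE 0.96). AGL28, PP2-A7 and UBP1 are all dim, so these large log2 values come from low signals. Since the genes were taken from the list made on these arrays, the cluster tests are not independent evidence.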

To determine the biological significance of these gene clusters, we searched for the overrepresentation of MIPS functional terms among the genes on these clusters using the BioMaps tool from VirtualPlant [25]. This analysis did not uncover any significant terms. One very likely explanation for this negative result is that the number of genes in each cluster is too limited (≤ 20). As such, it is very unlikely to get any significant over-representation of terms in such small gene lists.

On a cluster-by-cluster basis, we developed conceptual Boolean models for illustrating the multiplicity of the roles of bZIP1 in the control of gene expression by L and/or N, based on the ANOVA output generated for each cluster (see Figure 3, 4 and Additional file 4, for details see Methods).

A striking result arises from the analysis of these Boolean models as a whole. Indeed, the underlying signaling mechanisms involving bZIP1 tend to use the same modality of expression. For example, when comparing clusters #9 *vs. *#10, it seems to be the exact same mode of regulation with opposite influences of the signal (L in this case) and of the *bZIP1 *mutation. This observation is also valid for more complex behaviors such as for clusters #13 vs. #14.

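Cluster #9, with PSBP-2 and the calmodulin-binding IQD28, stood at 1.12 ± 0.07 (SD, 3 arrays) under -N-L and 0.807 ± 0.0151 under -N+L in WT-sib, and at 1.28 ± 0.0194 and 0.801 ± 0.0311 in bzip1-1. Cluster #10, with SUVH2 and TPR16, stood at 0.985 ± 0.0441 and 1.26 ± 0.0305 in WT-sib, and at 0.821 ± 0.0779 and 1.01 ± 0.0227 in bzip1-1. In light PSBP-2 fell by 0.71 on the log2 scale in WT-sib (SE 0.17, adjusted p = 0.0054) and had -0.57 in bzip1-1 (SE 0.17, adjusted p = 0.024). Over all treatments the level of #9 was higher in bzip1-1 by 0.0669 (exact permutation p = 0.00505), from 0.0199 to 0.098 by replicate number, and that of #10 was lower.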

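The 8 genes of cluster #13, with RBOHA, stood in bzip1-1 at 0.785 ± 0.0566 (SD, 3 arrays) under -N-L, 1.32 ± 0.0844 under +N-L, 0.866 ± 0.148 under -N+L and 1.26 ± 0.142 under +N+L. The 10 genes of cluster #14, with CYCA3;2, stood at 1.2 ± 0.0178, 0.75 ± 0.0567, 1.15 ± 0.145 and 0.806 ± 0.123 in the same order. In WT-sib cluster #14 was at 1.39 ± 0.208, 1.08 ± 0.0157, 0.815 ± 0.0647 and 0.806 ± 0.0361. N changed cluster #14 by -0.16 in WT-sib (exact permutation p = 0.045, 0.125 by exchange within pairs, and 0.395 without 2 dim genes) and by -0.395 in bzip1-1 (exact p = 0.005). The difference of -0.235 had an exact p of 0.0865 (-0.288 and 0.00374 without the 2 dim genes) and ran from -0.303 to -0.118 by replicate number.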

Taken together, these results demonstrate that bZIP1 is involved in fine-tuning gene expression in response to combined N and L signals. The role of bZIP1 can be divided into several modes of regulation, including the bypassing of N and L signals that can only be revealed when *bZIP1 *is absent.

## Discussion

### Identification of bZIP1 regulatory network(s)

Members of the bZIP transcription factor family are involved in the regulation of diverse biological processes such as plant growth, development, and environmental responses [16]. Several studies have reported that the transcript levels for the *bZIP1 *transcription factor are induced by dark treatments [7,10,12,26]. By over-expressing the bZIP1 protein in a protoplast system, it was shown that bZIP1 and other bZIP transcription factors act synergistically with the kinase (KIN10) in the control of dark-induced genes, including ASN1/DIN6, involved in asparagine synthesis [12]. In another study related to N-sensing, *bZIP1 *mRNA was also shown to be induced by N-treatment and, based on network analysis, it was predicted to control the N-induction of a set of predicted downstream target genes including ASN1 [10]. Herein, we assessed the complexity of the underlying regulatory networks controlled by bZIP1 (directly or indirectly) by studying the effect of the bZIP1 mutation in altering the L and/or N regulation of genes at a genome-wide level. To this aim, we used a T-DNA insertion line in the unique exon of the *bZIP1 *gene, and compared its expression pattern to a wild-type sibling with no T-DNA insert in bZIP1 gene (see Methods for more details). It is important to clarify that in this work we compared T-DNA insert and WT siblings in order to subtract the effects of potential T-DNA insertions. In order to rule out the possibility of the effect of a genetically linked insertion that could not be accounted by the WT siblings, we looked at the expression of the neighbour genes of bZIP1. 

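AT5G49440, the gene next to bZIP1 on chromosome 5 in the TAIR10.1 annotation, had a signal of 211 ± 81.4 (SD, 12 arrays) in WT-sib and 241 ± 56.1 in bzip1-1. Its log2 change was 0.26 (SE 0.20, adjusted p = 1.00 in limma). CP1, 4 genes from bZIP1 on the other side, had 9136 ± 4825 and 10636 ± 5130, with a log2 change of 0.24 (SE 0.14). No table names a probe set for AT5G49460. Of the genes within 10 of bZIP1, 9 had a named probe set, with log2 changes from -0.41 (SE 0.27) for AT5G49500 to 0.26, and none passed.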

First, the genes framing bZIP1 (At5g49440 and At5g49460) are normally expressed (signal > 200 and > 1000 respectively) and not affected by the T-DNA insertion. Second, since bZIP1 is in the 5^th ^chromosome, we evaluated how the mutation might have affected gene expression on this chromosome. We compared the expression of the genes in WT-sib vs. *bzip1-1 *mutant over the 5^th ^chromosome. Except for bZIP1 itself, which of course record a 32 fold repression of the bZIP1 transcript, we did not recorded any change in gene expression higher than a 4 fold down regulation in the bZIP1 mutant for a gene being on the 5^th ^chromosome. Moreover, this down regulation concerns a gene that is reported as not expressed according to the Affymetrix MAS5 calls and is ~1330 genes away from bZIP1. 

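On chromosome 5, 3186 probe sets are named, and limma called 0 of them in either direction between the genotypes. Among the 1890 brighter ones the log2 changes lay between -0.45 and 0.57, and 0 were over 2-fold lower in bzip1-1. Over all 3186, 0 were over 4-fold lower in bzip1-1, with means of log2 or ratios of linear means. AT5G14560 had a higher signal in bzip1-1 in 12 of 12 pairs of arrays (adjusted p = 0.412). Its mean signals of 2.96 in WT-sib and 14.7 in bzip1-1 lie near or below the 10th percentile of the arrays, 10.5 to 18.7, where a fold cannot be read. No value can be given for bZIP1 by name. The signal of the lowest probe set in WT-sib was 7913 ± 5101 (SD, 3 arrays) under -N-L, 12208 ± 4987 under +N-L, 958 ± 1183 under -N+L and 2798 ± 2830 under +N+L, and in bzip1-1 it ran from 68.6 to 471. The ratio of linear means, WT-sib over bzip1-1, was 30.8, and that of log2 means 17.5. The fold repression that the paper reports for bZIP1 is close to the first of these. The lowest probe set may thus be that of bZIP1, but no table settles this. In light the lowest probe set fell by 3.33 on the log2 scale in WT-sib (SE 0.67, adjusted p = 0.0015), and N gave 1.49 (SE 0.67, adjusted p = 0.714). Without the WT-sib -N+L array of number 1 (signal 56.5), whose label is in doubt, these values were -2.61 and 0.78, and the light call was lost in 0 of 24 fits that leave out 1 array.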

So we believe that the effect recorded for the bZIP1 mutation is very unlikely explainable by an extra T-DNA insertion that could be genetically linked to the actual insertion in bZIP1 genes.

The ANOVA analysis of these experiments uncovered a set of 219 genes whose regulation by N and/or L was altered in the *bzip1-1 *mutant, compared to a wild-type sibling, the results of which are discussed below. 

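ASN1, the dark-inducible asparagine synthetase, had a signal of 11894 ± 1909 (SD, 3 arrays) under -N-L and 1153 ± 732 under -N+L in WT-sib, and of 13980 ± 1584 and 1048 ± 510 in bzip1-1. Light lowered it in both genotypes, by -3.31 on the log2 scale in WT-sib and -3.16 in bzip1-1 (SE 0.36 each), in 6 of 6 pairs of arrays each. The genotype change was -0.10 (SE 0.26), N*G -0.38 (SE 0.51), L*G 0.15 (SE 0.51) and N*L*G 0.88 (SE 1.02), each with an adjusted p of 1.00 in limma. With these standard errors a difference in N or L response of log2 1 could be missed, as simulated N*G changes of that size were in most cases.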

Interestingly, we were not able to detect mis-regulation of *ASN1 *gene expression in this transcriptome data set, even though ASN1 had previously been shown to be a target of bZIP1 in gain of function experiments related to dark regulation [12], and it had also been predicted to play a role in N-regulation [10]. This is likely due to the potential functional redundancy of the bZIP transcription factors, as cited by Baena-Gonzalez et al. [12], whose analysis shows that there is a redundancy with other bZIP genes in the control of ASN1/DIN6.

Another line of evidence supporting the complex role of bZIP1 in integrating N and L signals is the comparative transcriptome behavior of gene clusters in *bzip1-1 *mutant vs. a WT-sibling. Indeed, these results demonstrate that the bZIP1 mutation triggers a genome-wide deregulation in response to N and/or L signals that range from i) a lowering of the L signal effect, to ii) unlocking gene regulation in response to N and L combinations (discussed below). This provides evidence that the regulatory networks involved in the co-control of gene expression by N and L is highly complex and might involve several layers of regulations including functional redundancy. However, it is noteworthy that we were not able to find any positive evidence for transcriptional compensation by other bZIP genes (e.g., up-regulation of other bZIP genes in the *bzip1 *mutant).

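BZIP53, a group S1 relative of bZIP1, had a genotype change of -0.07 (SE 0.16, adjusted p = 1.00) and GBF6, also known as bZIP11, of -0.11 (SE 0.14). Light lowered BZIP53 by -1.08 (SE 0.16, adjusted p = 3.5e-05) and raised GBF6 by 2.11 (SE 0.14, adjusted p = 6.0e-10), in 12 of 12 pairs of arrays each. Of 64 bZIP genes in the lists, 25 had a named probe set, with genotype changes from -0.95 to 0.94, 15 of them below 0. In limma 0 passed for G or an interaction with genotype, with or without the replicate block or by plain ANOVA, and 0 did so over the list of C and S1 and other bZIPs alone. At an unadjusted p under 0.05, 3 had a difference in some term with genotype, BZIP17 in G at 0.29 (SE 0.11), GBF6 in N*G and BZIP61 in L*G at -2.12 (SE 0.97). Over the 4 measured genes of groups C and S1 alone, 1 passed for N*G, which was GBF6 at 0.82 (SE 0.27, adjusted p = 1.00 over all probe sets).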

Recently, the same *bzip1 *T-DNA mutant (SALK_059343) [23] was used to study effects of bZIP1 in carbon signaling by comparing the bZIP1 mutant and WT plants in a microarray analysis. In that study, RNA gel blot analysis confirmed that the SALK_059343 line was indeed a bZIP1-KO. As a result of that study, researchers found two sets of putative bZIP1-regulated genes. Among them, sugar-responsive genes are highly over-represented, implicating a role of bZIP1 in sugar-mediated gene expression. That work supports our present results indicating that a knock-out of the bZIP1 transcription factor is enough to drive dramatic changes in gene expression in a direct and/or indirect way.

### A new insight into the regulatory network complexity: hidden/locked regulatory mechanisms?

The role of transcription factors in integrating plant responses to nutritional cues is of great interest in order to shape and improve plant development in response to environmental nutrition. However, while several studies have studied genome-wide responses of mutants in response to a single nutrient treatment such a nitrate [27], to our knowledge only one [5] has reported the changes in gene regulation triggered by a mutation (*cli186*) in response to combinatorial treatments of signals (in that case, carbon (C) and light (L). In the present study, we have used a similar complete set of combinatorial treatments of L and N on the *bzip1-1 *mutant, to explore the role of bZIP1 in the interaction and propagation of these signals. Our combination of statistical analysis (ANOVA), clustering and Boolean modeling of the signals, allowed us to propose that a mutation in bZIP1 triggers different modes of de-regulation in response to N and/or L signaling. Previous work had already shown that transcription factors can be at the same time inducers and repressors, and our results on bZIP1 supported this hypothesis. However, we believe that our study went a step further. Indeed, the surprising results are that a mutation in bZIP1 can: i) invert the regulation of certain clusters/genes in response to nutritional signals (e.g., cluster #15 and 16), and ii) lead to the regulation of genes by N and/or L, which are not normally regulated in the WT context. Despite our extensive effort to find such events in the literature, we did not find any similar mechanism demonstrated at a genome-wide scale. This may be due to the fact that studies involving modeling in combined experimental treatment conditions (e.g. two signals) of wild-type and mutants are relatively rare. Interestingly, discovering the underlying mechanisms by which the mutation of a transcription factor leads to unlock and/or reverse regulation of genes by signals could have potential applications in biotechnology, since the use of mutants could potentially avoid the use of transgenesis in order to drive the regulation of target genes of interests in crop plants.

Finally, in order to assign biological functional categories significantly regulated to the gene lists under the control of the different signals nitrogen (N), light (L), genotype (G) and their interaction, we used the BioMap tool provided thought the Virtual Plant platform [25] (see Additional file 5). Surprisingly, we found several functional categories regulated as a group by N, but none of the category such as *nitrate assimilation*. This was an intriguing result. However, with the antecedents of the mis-regulations found by previous studies, we hypothesized that this could be due to the fact that some genes tend to be N regulated in the bZIP1 mutant, and not in WT. Thus, because genes regulated by N are detected as such by ANOVA over the WT and bZIP1 mutant data, we decided to analyze the same data but only on WT (2 way ANOVA, L and N). 

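NIA1, a nitrate reductase gene, rose with N in WT-sib by 2.13 on the log2 scale (SE 0.37, adjusted p = 0.016) and in bzip1-1 by 2.94 (SE 0.37, adjusted p = 0.00064), in 6 of 6 pairs of arrays each. Its signal in light went from 1820 ± 585 (SD, 3 arrays) to 7282 ± 633 in WT-sib, and from 1462 ± 286 to 8102 ± 1325 in bzip1-1. NIA2, the other nitrate reductase gene, rose by 0.71 (SE 0.14, adjusted p = 0.049) and 0.68 (SE 0.14, adjusted p = 0.045), and UPM1, which makes the siroheme of nitrite reductase, by 1.85 and 2.54 (SE 0.31 each). NIR1, nitrite reductase, had 1.96 in WT-sib (SE 0.49, adjusted p = 0.183, and 0.018 with the replicate block) and rose by 2.90 in bzip1-1 (SE 0.49, adjusted p = 0.0090). G6PD3 had 2.39 in WT-sib (SE 0.51, adjusted p = 0.085, and 0.014 with the block) and rose by 3.30 in bzip1-1. RFNR1, a root ferredoxin-NADP reductase, had 1.5 in WT-sib (SE 0.40, adjusted p = 0.235) and rose by 2.38 in bzip1-1 (SE 0.40). Of the 12 measured genes of nitrate uptake and assimilation, 3 rose in WT-sib (6 with the block, 9 when adjusted over the list alone) and 8 in bzip1-1 (10 over the list alone or with the block), and none fell. By the paper's own kind of test, plain ANOVA on the linear signal of the 12 arrays of a genotype at an unadjusted p of 0.01, 7 passed in WT-sib and 6 in bzip1-1. For N*G none of the 12 passed in limma (0 over the list alone, 0 with the block). Of 9 regulators of the nitrate response, 6 rose in WT-sib and 5 in bzip1-1 (7 and 8 over the list alone, 7 and 6 with the block). Of these 12 genes, 10 are named only by the paper's tables of genes regulated on these arrays, so the counts are not independent evidence. Over all probe sets, 35 passed for N in WT-sib (132 with the block) and 63 in bzip1-1 (199 with the block). Fits on the 12 arrays of each genotype alone gave fewer, 16 and 38. Without the WT-sib -N+L array of number 3, 1 of the 12 nitrate genes passed in WT-sib.

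**Figure D3:**
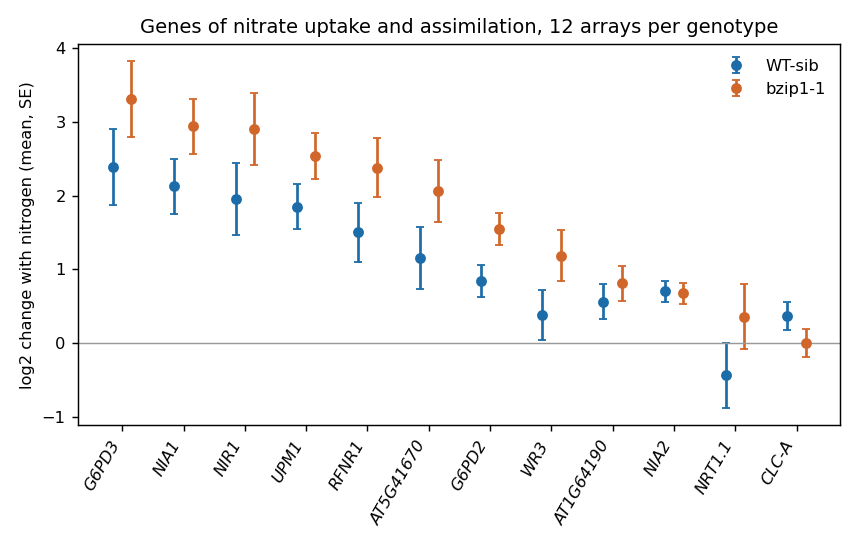
Log2 change with nitrogen of the 12 measured genes of nitrate uptake and assimilation, mean and SE from limma, in WT-sib (blue) and bzip1-1 (orange). NIA1 is at 2.13 in WT-sib and 2.94 in bzip1-1.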

Interestingly, *nitrate assimilation *and *nitrate metabolic process *are found to be functional categories over-represented in the N regulated genes in WT. This means that the functional categories found to be regulated by N in the whole dataset, are largely due to the contribution of both the WT *and *the bZIP1 N regulated genes (see Additional file 5). 

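For the chlorophyll biosynthesis genes the N*G values had a median of -0.37 over the 5 members named by the platform's table, and camera gave p = 0.00066 with a preset correlation and p = 0.093 with an estimated correlation. For the 69 plastid-encoded probe sets the N*G median was -0.32, and camera gave p = 2.2e-09 with the preset and p = 0.258 with the estimated correlation. The 13 dark-inducible genes had a median genotype change of -0.10, the 12 nitrate genes of 0.10 and the 9 regulators of the nitrate response of 0.02, and none of their members passed for G, N*G or L*G in limma, with 0 over each list alone. Functional categories of genes could not be tested, since no table here assigns them.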

Further, it is noteworthy that genes under the control of bZIP1, as a factor (G, genotype) or in combination with N or L, did not share any significant functional categories. Despite the fact that this is a negative result, it can be explained by the fact that bZIP1 triggered very diverse mis-regulations as it was demonstrated in the Boolean modeling process.

## Conclusions

In this work, we have taken a reverse genetic approach combined with a statistical modeling of the transcriptome, to study the role of *bZIP1 *in mediating the integration of N and L signaling. We were able to show not only that bZIP1 mutation affect N and L regulation, but also that this regulation can have different patterns/modes of regulation. We believe that in addition to elucidating the role of *bZIP1 *mutation in the whole plant, we present a valuable pipeline of analysis that can help to define the role of different genes in a system view.

## Methods

### Plant Material

*Arabidopsis thaliana *(var. Columbia Col-0) was used as parental line. The mutant plant with a knock-out in the *bZIP1 *gene, named *bzip1*-*1*, contains a T-DNA insertion in the unique exon of the gene (At5g49450) (Figure 2A). The mutant was obtained from the T-DNA Collection at the Salk Institute (SALK_059343). Note that for comparative analysis a sibling with no T-DNA insert in bZIP1 gene was used as the WT plant, named WT-sib (Figure 2B).

### Identification of homozygous *bzip1-1 *T-DNA mutants and wild-type siblings

Genomic DNA was isolated from leaves according to the manufacturer's protocol (Qiagen, Chatsworth, CA). The genotype was determined by PCR on genomic DNA using primers flanking the insertion point for wild-type plants. Homozygous mutants were identified by PCR genotyping, using the following gene specific primers: LP, 5-CGAACAACTTCTCCCACTTTC-3, and RP, 5-GCCATTTACATGCAAGGTACC-3, in combination with the T-DNA specific primer LBa1: 5-TGGTTCACGTAGTGGGCCATCG-3. These primers were used to identify the presence or absence (WT sibling) of the insert (see Figure 2A).

### Plant Growth Conditions

Arabidopsis seeds were placed for 2 days in the dark at 4°C to synchronize germination. Seeds were surface sterilized and then sowed into plates containing a sterile mesh over the agar surface to facilitate their transfer into the treatment plates. Plates contained basal MS salts (custom-made; GIBCO) with 0.5 mM KNO_3_, 3 mM sucrose and 0.8% BactoAgar at pH 5.7. After 14 days under long-day (16 h light: 8 h dark) conditions with light intensity of 50 μE.m^-2^.s^-1 ^and at 22°C, plants were transferred to new plates containing 20 mM KNO_3 _and 20 mM NH_4_NO_3 _(referred here as 1xN: concentrations in MS media) in the absence or presence of light for 2 h at the start of their light cycle. Control plants were transferred toward a fresh media complemented with KCl, also in the absence or presence of light as a mock treatment. Light vs. dark treatments were done by simply leaving the treatment plates in the light growth chamber, or by covering them with double aluminium foil (dark treatment) for two hours. After these treatments, whole seedlings were harvest and immediately frozen in liquid nitrogen.

### RNA isolation and RT-qPCR

RNA was isolated from roots and shoots with TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA). RNA was previously treated with DNAse following the manufacturer instructions (Invitrogen, Catalog number 18047019). cDNA synthesis from whole mRNA extractions was carried out according to kit manufacturer protocol (Invitrogen, Catalog number 11146-024). Real time quantitative PCR was carried out using LightCycle FastStart DNA MasterPLUS SYBR Green I kit (Cat. No. 03752186001) with a LightCycler both from Roche Diagnostics, Mannheim, Germany. The following primers were used for amplification and detection: At4g24550 (putative clathrin coat assembly protein): 5'-AGCATACACTGCGTGCAAAG-3' (forward primer) and 5'-TCGCCTGTGTCACATATCTC-3' (reverse primer); bZIP1: (At5g49450), 5'-CGCAAGTTATCAAACCGCG-3' (forward primer) and 5'-CCACAACTCAATTTCCACGG-3' (reverse primer). Thermal cycling was performed as follows: initial denaturation at 95°C for 15 min, followed by 45 cycles of denaturation at 95°C for 6 s, annealing at 60°C for 7 s, and extension at 72°C for 10 s. Standards were prepared with a 10-fold serial dilution of the original cDNA control sample and were run under the same PCR conditions used for the samples. The amount of *bZIP1 *mRNA levels was normalized according to the amount of At4g24550.

### Microarray experiments and analysis

cDNA synthesis, array hybridization to the Arabidopsis Genome ATH1 array, and normalization of the signal intensities were performed as previously described in [8]. Three replicates corresponding to independent experiments (biological replicates) were done for each treatment/genotype. All microarray data was processed with Microarray Analysis Suite 5.0 software (MASv5.0). MASv5.0 Affymetrix call (Absent, Marginal or Present) were used to keep only probes having at least a Marginal/Present call in one of the 24 hybridization. Such a procedure facilitated the elimination of transcripts with very low signals in both treatments (declared "absent"). Affymetrix microarray expression data has been deposited in the Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo/. GEO accession: GSE21601. Over-represented functional categories in the lists compared to Arabidopsis ATH1 whole genome array were obtained according to the MIPS classification, using BioMaps tool from the VirtualPlant webpage (http://virtualplant.bio.nyu.edu and [25]). A binomial method was used for the analysis with a *p*-value cutoff of 0.05.

### Modeling of gene expression patterns using ANOVA

Statistical analysis was performed as follows. All data manipulations were performed in R http://www.r-project.org/. The data set, corresponding to 24 ATH1 chips times 22,810 probes, were analyzed by an ANOVA in order to pre-filter genes regulated by the considered Factors. *aov() *function has been used over the data set where the signal of a probe-set *i *is Pi ~ αN+βL+γG+∂L*N+χL*G+ηN*G+λN*L*G, were N is the effect of the nitrogen treatment, L is the effect of the Light treatment, G is the effect of the genotype (WT-sib or *bzip1-1*) and, L*N; L*G; N*G are the effect of their first order of interactions, and N*L*G is the effect of their second order of interactions. Greek letters are the coefficient of the ANOVA. Further, we determined probes having a significant call (ANOVA *p *< 0.01 cutoff, corresponding to FDR < 20% across the whole analysis) for each factor and for their first and 2^nd ^order of interaction.

### Gene Clustering Analysis

Clustering was performed using custom made R functions using adapted script with following characteristics: *heatmap *function, metric: Pearson correlation, aggregation method: average. The number of clusters has been determined according to the Figure of Merit (FOM) method [28]. The clusters have been generated using a K-mean method on R using the function *cutree *[29]. We developed Boolean models for each cluster to illustrate the role of bZIP1 based on the ANOVA analysis run on the considered cluster data. ANOVA models were fitted on all the genes belonging to the studied cluster keeping the biological replicates separated. The Boolean modeling was built as follows: when signals were found to be significant on their own (single factor effect: N, L or G-bZIP1), the signal was drawn to directly influence the cluster expression (as in cluster 1 in Figure 3); when the signals (including bZIP1 mutation effect, G) were found to be interacting, a Boolean gate was drawn to reflect the direction of the interactions displayed in the cluster. For instance, in cluster 2: the ANOVA analysis detected that i) N and L interacts and that ii) N and L interacts with the bZIP1 mutation. Thus, the analysis of the cluster expression demonstrated that in WT the genes are not regulated, and in *bzip1 *mutant these genes are over-expressed. So, in this case, the bZIP effector arrow is shown to be repressive. Finally, the model shows that in the absence of N *AND *L this target gene cluster is over-expressed. Thus, we have built an *AND*-gate to express this (see Figure 3 cluster #2).

## Authors' contributions

MO, GK, MK and GC designed the study. MO and SR performed the experiments and molecular analysis. GK performed statistical analysis. MO and GK wrote the paper. All authors read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **Regulated gene lists in *bzip1-1 *and WT sibling**. Genes are sorted based on their regulation according to the ANOVA analysis (*p*val < 0.01 cutoff): N, L, G, N*L, N*G, L*G, N*L*G; where N = Nitrogen, L = Light, G = Genotype (*bzip1-1 *vs. WT sibling). Click here for file

Additional file 2 **219 Genes misregulated in *bzip1-1 *compared to a WT sibling**. Union of the lists where genotype has an effect (G, N*G, L*G, N*L*G) based on the ANOVA analysis (*p*val < 0.01 cutoff). N = Nitrogen, L = Light, G = Genotype (*bzip1-1 *vs. WT sibling). Click here for file

Additional file 3 **Histograms show ATH1 array signals for the 219 genes regulated by genotype (*bzip1-1 *vs. WT sibling)**. The array data are averages of three biological replicates. Error bars = SE. Click here for file

Additional file 4 **ANOVA output for each bZIP regulated gene cluster (for more details see Methods)**. Click here for file

Additional file 5 **Functional terms statistically over-represented in bZIP1 regulated clusters**. Frequencies are percent of genes that are classified in a given MIPS functional group. Observed frequency refers to genes in a specific set. Expected frequency refers to genes in the Arabidopsis ATH1 whole genome array. Groups are ranked by their *p*-values, which were determined by comparing the observed with the expected frequencies for that functional group using the Binomial method. Click here for file

# Supplementary material for: Modeling the global effect of the basic-leucine zipper transcription factor 1 (bZIP1) on nitrogen and light regulation in Arabidopsis
**Source:** BMC Syst Biol. 2010 Aug 12;4:111. doi: 10.1186/1752-0509-4-111
**Supplement:** Additional file 4 — ANOVA output for each bZIP regulated gene cluster (for more details see Methods).

**Additional file 4:** Cluster ANOVA output.

**Cluster 1**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 4.1111 4.1111 93.5995 < 2.2e-16 ***

N1 1 0.0090 0.0090 0.2042 0.651644

L1 1 8.9041 8.9041 202.7225 < 2.2e-16 ***

G1:N1 1 0.2559 0.2559 5.8263 0.016336 *

G1:L1 1 0.3792 0.3792 8.6337 0.003534 **

N1:L1 1 0.0623 0.0623 1.4183 0.234538

G1:N1:L1 1 0.0145 0.0145 0.3299 0.566134

Residuals 328 14.4067 0.0439

---

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

**Cluster 2**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 15.291 15.291 85.1321 < 2.2e-16 ***

N1 1 1.145 1.145 6.3758 0.012237 *

L1 1 1.359 1.359 7.5681 0.006410 **

G1:N1 1 0.408 0.408 2.2694 0.133315

G1:L1 1 0.534 0.534 2.9748 0.085903 .

N1:L1 1 0.805 0.805 4.4836 0.035287 *

G1:N1:L1 1 1.440 1.440 8.0162 0.005043 **

Residuals 232 41.670 0.180

**Cluster 3**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.2621 0.2621 10.1407 0.001673 **

N1 1 0.0712 0.0712 2.7528 0.098590 .

L1 1 0.2371 0.2371 9.1751 0.002764 **

G1:N1 1 0.0553 0.0553 2.1412 0.144895

G1:L1 1 2.2478 2.2478 86.9650 < 2.2e-16 ***

N1:L1 1 0.1056 0.1056 4.0874 0.044484 *

G1:N1:L1 1 0.0579 0.0579 2.2388 0.136104

Residuals 208 5.3761 0.0258

**Cluster 4**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 8.9611 8.9611 179.9397 < 2.2e-16 ***

N1 1 0.7337 0.7337 14.7325 0.0001408 ***

L1 1 0.6122 0.6122 12.2938 0.0004979 ***

G1:N1 1 0.1328 0.1328 2.6667 0.1031379

G1:L1 1 0.3498 0.3498 7.0246 0.0083097 **

N1:L1 1 0.0663 0.0663 1.3311 0.2492015

G1:N1:L1 1 0.8008 0.8008 16.0800 7.057e-05 ***

Residuals 472 23.5059 0.0498

**Cluster 5**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.622 0.622 4.3836 0.036848 *

N1 1 0.160 0.160 1.1273 0.288918

L1 1 29.247 29.247 206.1973 < 2.2e-16 ***

G1:N1 1 0.336 0.336 2.3670 0.124634

G1:L1 1 0.761 0.761 5.3619 0.021032 *

N1:L1 1 0.126 0.126 0.8912 0.345670

G1:N1:L1 1 1.086 1.086 7.6574 0.005888 **

Residuals 448 63.545 0.142

**Cluster 6**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.6194 0.6194 4.8840 0.028779 *

N1 1 2.5354 2.5354 19.9905 1.626e-05 ***

L1 1 3.2761 3.2761 25.8305 1.208e-06 ***

G1:N1 1 0.1816 0.1816 1.4321 0.233500

G1:L1 1 0.2407 0.2407 1.8982 0.170544

N1:L1 1 1.0123 1.0123 7.9818 0.005437 **

G1:N1:L1 1 0.7158 0.7158 5.6440 0.018911 *

Residuals 136 17.2487 0.1268

---

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

**Cluster 7**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 6.0952 6.0952 115.2867 < 2.2e-16 ***

N1 1 0.1914 0.1914 3.6204 0.0580196 .

L1 1 1.1304 1.1304 21.3813 5.574e-06 ***

G1:N1 1 0.0019 0.0019 0.0369 0.8478324

G1:L1 1 0.4761 0.4761 9.0043 0.0029165 **

N1:L1 1 0.8218 0.8218 15.5448 0.0001001 ***

G1:N1:L1 1 0.0400 0.0400 0.7560 0.3852638

Residuals 304 16.0723 0.0529

**Cluster 8**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 8.7154 8.7154 217.3734 < 2.2e-16 ***

N1 1 1.4555 1.4555 36.3029 3.528e-09 ***

L1 1 0.0224 0.0224 0.5575 0.45566

G1:N1 1 0.0786 0.0786 1.9606 0.16214

G1:L1 1 0.1819 0.1819 4.5366 0.03372 *

N1:L1 1 0.0530 0.0530 1.3227 0.25072

G1:N1:L1 1 0.0221 0.0221 0.5506 0.45844

Residuals 448 17.9622 0.0401

**Cluster 9**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.4295 0.4295 11.4737 0.0007805 ***

N1 1 0.0027 0.0027 0.0721 0.7884540

L1 1 11.2704 11.2704 301.1134 < 2.2e-16 ***

G1:N1 1 0.0047 0.0047 0.1247 0.7241703

G1:L1 1 0.2376 0.2376 6.3490 0.0121581 *

N1:L1 1 0.2794 0.2794 7.4640 0.0065915 **

G1:N1:L1 1 0.0863 0.0863 2.3068 0.1296496

Residuals 376 14.0734 0.0374

**Cluster 10**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 3.3992 3.3992 89.0001 < 2.2e-16 ***

N1 1 0.1624 0.1624 4.2521 0.039847 *

L1 1 4.5272 4.5272 118.5335 < 2.2e-16 ***

G1:N1 1 0.0567 0.0567 1.4846 0.223770

G1:L1 1 0.3618 0.3618 9.4726 0.002229 **

N1:L1 1 0.0562 0.0562 1.4724 0.225688

G1:N1:L1 1 0.0286 0.0286 0.7501 0.386958

Residuals 400 15.2774 0.0382

**Cluster 11**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.4270 0.4270 5.0409 0.02613 *

N1 1 0.0121 0.0121 0.1428 0.70599

L1 1 0.0007 0.0007 0.0078 0.92951

G1:N1 1 0.0501 0.0501 0.5915 0.44298

G1:L1 1 4.6940 4.6940 55.4116 5.684e-12 ***

N1:L1 1 0.0982 0.0982 1.1597 0.28315

G1:N1:L1 1 0.3127 0.3127 3.6912 0.05648 .

Residuals 160 13.5538 0.0847

---

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

**Cluster 12**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.3637 0.3637 10.0782 0.0018560 **

N1 1 0.4267 0.4267 11.8220 0.0007772 ***

L1 1 0.3960 0.3960 10.9733 0.0011843 **

G1:N1 1 0.0009 0.0009 0.0248 0.8750466

G1:L1 1 0.0661 0.0661 1.8315 0.1781998

N1:L1 1 0.1406 0.1406 3.8960 0.0504267 .

G1:N1:L1 1 1.5099 1.5099 41.8351 1.653e-09 ***

Residuals 136 4.9084 0.0361

**Cluster 13**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.6533 0.6533 7.9321 0.005387 **

N1 1 1.3462 1.3462 16.3457 7.752e-05 ***

L1 1 0.0120 0.0120 0.1453 0.703494

G1:N1 1 4.2602 4.2602 51.7256 1.557e-11 ***

G1:L1 1 0.0007 0.0007 0.0083 0.927675

N1:L1 1 0.4805 0.4805 5.8336 0.016701 *

G1:N1:L1 1 0.0464 0.0464 0.5632 0.453933

Residuals 184 15.1544 0.0824

**Cluster 14**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.1367 0.1367 1.2329 0.267995

N1 1 4.6357 4.6357 41.8127 5.875e-10 ***

L1 1 2.7204 2.7204 24.5372 1.404e-06 ***

G1:N1 1 0.8283 0.8283 7.4708 0.006754 **

G1:L1 1 2.7423 2.7423 24.7345 1.280e-06 ***

N1:L1 1 0.6411 0.6411 5.7826 0.016971 *

G1:N1:L1 1 0.1403 0.1403 1.2652 0.261835

Residuals 232 25.7215 0.1109

**Cluster 15**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.0001 0.0001 0.0014 0.9705888

N1 1 0.0009 0.0009 0.0106 0.9181615

L1 1 1.3421 1.3421 15.0478 0.0001366 ***

G1:N1 1 7.7971 7.7971 87.4206 < 2.2e-16 ***

G1:L1 1 0.7918 0.7918 8.8781 0.0031931 **

N1:L1 1 1.2774 1.2774 14.3219 0.0001962 ***

G1:N1:L1 1 0.0038 0.0038 0.0426 0.8367002

Residuals 232 20.6922 0.0892

**Cluster 16**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.0185 0.0185 0.3800 0.5381

N1 1 0.0119 0.0119 0.2430 0.6224

L1 1 0.0224 0.0224 0.4590 0.4986

G1:N1 1 6.5449 6.5449 134.1190 <2e-16 ***

G1:L1 1 0.0034 0.0034 0.0705 0.7908

N1:L1 1 0.0001 0.0001 0.0016 0.9678

G1:N1:L1 1 0.0005 0.0005 0.0111 0.9163

Residuals 304 14.8349 0.0488

---

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

**Cluster 17**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.1906 0.1906 1.1042 0.2962339

N1 1 0.1189 0.1189 0.6888 0.4088040

L1 1 0.2410 0.2410 1.3964 0.2405135

G1:N1 1 1.0143 1.0143 5.8773 0.0173829 *

G1:L1 1 0.1085 0.1085 0.6287 0.4299754

N1:L1 1 2.3564 2.3564 13.6535 0.0003813 ***

G1:N1:L1 1 3.8130 3.8130 22.0938 9.537e-06 ***

Residuals 88 15.1873 0.1726

**Cluster 18**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.0378 0.0378 0.5587 0.456058

N1 1 0.3540 0.3540 5.2340 0.023692 *

L1 1 0.5548 0.5548 8.2032 0.004846 **

G1:N1 1 3.3997 3.3997 50.2700 6.631e-11 ***

G1:L1 1 0.1842 0.1842 2.7241 0.101151

N1:L1 1 0.0004 0.0004 0.0060 0.938436

G1:N1:L1 1 0.1477 0.1477 2.1839 0.141777

Residuals 136 9.1976 0.0676

**Cluster 19**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.1009 0.1009 0.8408 0.360560

N1 1 1.1176 1.1176 9.3130 0.002665 **

L1 1 0.0002 0.0002 0.0017 0.967026

G1:N1 1 0.1208 0.1208 1.0067 0.317204

G1:L1 1 0.0011 0.0011 0.0090 0.924636

N1:L1 1 0.0715 0.0715 0.5960 0.441241

G1:N1:L1 1 7.4767 7.4767 62.3065 4.387e-13 ***

Residuals 160 19.1998 0.1200

**Cluster 20**

Df Sum Sq Mean Sq F value Pr(>F)

G1 1 0.0538 0.0538 0.4976 0.48204

N1 1 0.2418 0.2418 2.2347 0.13776

L1 1 0.1603 0.1603 1.4820 0.22602

G1:N1 1 0.4077 0.4077 3.7685 0.05474 .

G1:L1 1 0.0180 0.0180 0.1668 0.68379

N1:L1 1 0.4748 0.4748 4.3886 0.03844 *

G1:N1:L1 1 5.9195 5.9195 54.7110 2.735e-11 ***

Residuals 112 12.1179 0.1082

How the deposited data were processed for this re-analysis (not part of the article)

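Signal was measured on 24 Affymetrix ATH1 arrays from whole seedlings of bzip1-1 and WT-sib under 4 combinations of nitrogen and light, 3 arrays per group. The values deposited by the authors are MAS 5.0 signal intensity per probe set on a linear scale, scaled on each array to a mean of 500 without the lowest and highest 2%. They hold all 22810 probe sets, with no detection calls, and replicates were not pooled. Arrays have no sequencing depth, and 3 arrays per group limit the precision of each value.

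The signal was transformed to log2 without an offset, and 22746 probe sets were tested after 64 controls were set aside. Models were fitted with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, and p-values are two-sided. The design held nitrogen, light, genotype and their interactions, and the N and L responses within each genotype were contrasts of this fit. P-values were adjusted by Benjamini-Hochberg over all probe sets with a threshold of 0.05, and counts at an unadjusted p of 0.01, the paper's threshold, are given beside them. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The comparisons, gene lists, rule for named genes, alternatives and regroupings were set before the data were examined, when the paper's Additional files 1, 2 and 4 had been seen. The alternatives chosen later are the use of replicate numbers 2 and 3 alone, the fit without the -N+L arrays of number 1, the exchange of 1 probe set before clustering, the exact cluster test that exchanges labels only within pairs of arrays of 1 replicate number, and the clusters without their dim members. The table of how many pairs of arrays share a direction was also made later.

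Named genes per comparison were the 10 highest and 10 lowest log2 changes among probe sets with 1 locus that passed and lay above the 40th percentile of mean log2 signal, or the 5 with the smallest p above that percentile where fewer than 5 passed. To these were added every gene the paper names, the members of the gene lists and the 4 genes of each cluster with the largest interaction. A feature named outside this rule, such as the lowest probe set in the genotype term, was chosen after its values were seen. The platform's table gave 1 gene with a locus for 13436 probe sets, several genes for 503 and 1 gene without a locus for 77. The paper's tables of regulated genes named 874 more, and 7856 stayed unnamed. Both sources name 1189 probe sets, and 6 of these carry different loci. Gene order came from the TAIR10.1 annotation. The effects of genotype, nitrogen and light on bZIP1 were planned but could not be run, since no table names its probe set.

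The gene lists were nitrate uptake and assimilation, nitrate-response regulators, ammonium assimilation and amides, dark-inducible and starvation genes, the light-harvesting complex, chlorophyll biosynthesis, flavonoid and early light-induced genes, the circadian clock, heat shock, group C and S1 bZIPs, other bZIPs, root-preferential genes, leaf photosynthesis enzymes, plastid-encoded genes and mitochondrion-encoded genes. The last had 0 members with a name. Counts of passing members use both sources of names. Set tests used only names from the platform's table, in the 4 lists with at least 5 such members, by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry.

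Clusters were rebuilt from the 219 listed probe sets, with 20 clusters, on signal divided by its mean. Cluster values were tested by enumerating all arrangements of nitrogen or light labels within a genotype or of genotype labels within treatments. The alternatives tried were a block for replicate number, plain ANOVA on linear and on log2 signal, quantile normalization, scaling to a common median, an offset of 32, dim probe sets left out below the 40th percentile, no trend in the prior variance, an adjusted p under 0.20, the 12 arrays of a genotype alone, each array left out in turn, other ways to cluster, and ratios of linear means on chromosome 5. Labels were regrouped in 99 random draws, 100 with the real one.

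The fit was tested on simulated data of the same size with 100 changed probe sets per size of change. At a log2 change of 1 it recovered 89 for N, 94 for G and 35 for N*G, and at 2 it recovered 100, 100 and 91, with 6, 7 and 6 false calls. Left out were the paper's filter on detection calls, its tests of functional categories, for which no assignment of genes was at hand, and its RT-qPCR values. The paper's list of light-regulated genes is held only in part, 1276 of 4920, and was not compared.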

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

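The tests of the exchanged labels, of the array alone and of the model without the replicate number, and the use of 5S rRNA to judge the bound on RNA quality, were chosen after the result was seen, and the others before.

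The response to nitrogen differed between light and dark for 9 probe sets, by a test of the difference itself (limma, 12 arrays per light state). BT2, a BTB-TAZ protein, had a log2 change with N of 0.67 in the dark and 5.86 in light, a difference of 5.18 (SE 0.80, adjusted p = 0.018). The glucosyltransferase gene UGT73B1 differed by 2.00 (SE 0.24, adjusted p = 0.00094), from -0.20 in the dark to 1.81 in light. The GARP transcription factor genes AT1G68670 and AT1G25550 differed by 1.37 (SE 0.21) and 1.21 (SE 0.21). AT1G49500 differed by 2.08, AT5G19120 by 1.90, AT3G19030 by 1.56, an unnamed probe set by 1.3 and the glutathione transferase gene GSTU7 by 1.22. On linear signal with plain ANOVA, the BT2 L*N value was -2258 signal units and the AT1G25550 L*N value -91.3, both of the other sign. Without the WT-sib +N-L array of number 3, 1 probe set passed for L*N, and without the WT-sib -N+L array of number 1, 26 did.

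The -N+L arrays of replicate number 1 hold 2 strong genotype markers in the opposite direction, the lowest probe set at 3.06 against -4.71 (SE 0.22) in the other pairs, and AT3G56290 at -2.12 against 1.90 (SE 0.17). A single array out of place is argued against, since on the array labelled bzip1-1 both markers, 2 of 2, lie outside the range of the other bzip1-1 arrays in light. Exchanged labels of the pair may explain this. Of strong markers, at an adjusted p under 0.001 in the other pairs, 2 of 2 are opposite here and 0 of 2 in the -N-L arrays of number 2. At an adjusted p under 0.05, 2 of 5 are opposite here and 6 of 9 in those arrays. The markers psbB (-0.61), ARP9 (0.16) and AT2G07695 (-0.98) keep their direction here. At an unadjusted p under 0.001, 26 of 40 markers are opposite here and 35 of 54 in those arrays. Actin 3' to 5' ratios (log2 1.34 and 1.85) lie within the range of the other number 1 arrays of the labelled genotype (1.10 to 1.5 and 1.60 to 2.01). The 5S rRNA values (23.8 and 72.1) lie above it (11.7 to 20.6 and 24.2 to 52.1). With the replicate block, exchanging the labels gives 398 probe sets for G at an unadjusted p under 0.01. The count is 308 as labelled, and 443 for exchange of the -N-L arrays of number 2. After adjustment the exchange gives 2, against 7 as labelled and 1 for that other exchange. The strong markers go with exchanged labels and these other rows do not single out this pair. The explanation can thus be neither excluded nor established, and no biological explanation was tested. Without the pair the blocked fit calls 360 for G at that threshold and 5 after adjustment.

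Of 69 plastid-encoded probe sets, which the paper does not discuss, 56 were below 0 in the genotype term, 1 passed (3 with the replicate block), and their mean was -0.23 (SD 0.35 over 12 pairs, lower in 8, exact two-sided permutation p = 0.046 over 4096 arrangements, which ignore that the pairs group by replicate number), while camera with an estimated correlation gave p = 0.185. RNA quality may contribute and stays open. In number 3, where the actin ratio differs least (-0.16, against -0.18 in number 2), the median of -0.41 met the bound set against it. But 5S rRNA there was 1372 to 1828 in WT-sib and 753 to 1049 in bzip1-1, so the actin ratio alone cannot settle this. In number 1, with a median of 0.0748, 5S rRNA was higher in bzip1-1 (24.2 to 72.1) than in WT-sib (11.7 to 23.8). Those values are far below number 3, and the WT-sib ones lie near the 10th percentile of the arrays, 10.5 to 18.7. Whether the plastid medians go with 5S rRNA can thus not be read from these numbers, and was not tested. A smaller share of green tissue may contribute and stays open, since the 10 nuclear photosynthesis probe sets have a median of -0.0449, too close to both predictions. Without the -N+L arrays of number 1, a setting chosen after the results were seen, that median was -0.116. The median of the plastid-encoded probe sets was then -0.164. The pattern may rest on number 3, since the highest of the medians by number was 0.0748, and by treatment they were 0.01 under -N-L, -0.41 under +N-L, 0.03 under -N+L and -0.26 under +N+L. An effect of genotype through nitrogen stays open as the biological explanation, with an N*G median of -0.32 that does not pass with an estimated correlation (p = 0.258).

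Few probe sets pass in the terms with genotype, and with the replicate number in the model N*G holds 223 at an unadjusted p under 0.01, where evenly spread p-values give 227, so a missing replicate term cannot be told apart from no N*G signal by this count. Selection on the same arrays may explain the interactions listed. Of probe sets chosen for N*G on 2 replicate numbers, a mean of 46.1% kept their sign in the remaining one. The mean was as high in 65 of 100 splits of labels, the highest at 76.4%. The shares were uneven, 59.9% in number 1, 55% in number 2 and 23.4% in number 3, where chance gives 50%. Only number 3 thus lay below chance. For G, L*G and N*L*G the mean shares were 50.8%, 50.1% and 39.5%. In simulated data, with changes in brighter probe sets and arrays that do not resemble each other by number, 35 of 100 N*G differences of log2 1 were recovered. Smaller differences in response (the biological explanation) thus stay open and were not tested further.

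Other splits of the arrays were counted, 100 for each count with the real one included. Chance could not be excluded for the unadjusted counts in G (real 122, highest other 757, 54 splits as large), N*G (85, 1469, 85 splits), L*G (52, 2988, 100 splits) and N*L*G (54, 1176, 99 splits). The same holds with the replicate block for G (308, 992, 12 splits), N*G (223, 844, 30 splits), L*G (113, 848, 86 splits) and N*L*G (99, 965, 99 splits), and for opposite responses to N (11, 375, 86 splits) and to light (8, 509, 89 splits). Splits that call several times the real count point to a structure of the arrays, and arrays of 1 replicate number resemble each other. No other split reached the adjusted counts of N (217, 29, 1 split) and L (5660, 1642, 1 split). The same holds for L in WT-sib (3242, 2831, 1 split) and in bzip1-1 (3094, 411, 1 split). The adjusted counts of L*N (9, 19, 2 splits) and G (2, 3, 2 splits) met the bound set before, but another split gave a larger count. So did another split for N in WT-sib (35, 292, 2 splits) and in bzip1-1 (63, 65, 2 splits), so chance is not excluded for these. The L*N splits move nitrogen labels within each genotype and light state, which can turn a response to N into L*N. The larger L*N count of another split can thus not be read as chance alone. The splits of the adjusted counts ignore the replicate number, so they cannot tell an effect from that structure.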

How the results depend on the processing

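The settings of replicate numbers 2 and 3 alone, of the fit without the pair of -N+L arrays of number 1, of the clusters with 1 probe set exchanged, of the exact test within pairs of 1 replicate number and of the clusters without dim members were chosen after the results were seen. The N, L, G, N*G, L*G and N*L*G counts not given here stayed within 1.5-fold under each alternative, and the adjusted counts of N*G, L*G and N*L*G stayed at 0. Apart from the alternatives that use fewer arrays or probe sets or a wider threshold, the cause was not tested. With the replicate block, adjusted counts were 652 for N, 7 for G, 38 for L*N, 132 for N in WT-sib, 199 for N in bzip1-1 and 4807 for L in bzip1-1. Unadjusted counts at 0.01 were then 1454 for N, 308 for G, 491 for L*N, 223 for N*G, 113 for L*G, 99 for N*L*G and 718 for the union. With that block 32 probe sets had opposite unadjusted responses to N, and 6 nitrate genes passed in WT-sib. Plain ANOVA on linear signal gave adjusted counts of 1 for G, 0 for L*N, 7 for N in WT-sib and 33 in bzip1-1, with 218 listed probe sets and 1 and 4 nitrate genes in the genotypes. There the BT2 L*N value was -2258 and the AT1G25550 L*N value -91.3, each reversed in sign. Plain ANOVA on log2 signal gave 1 for G, 1 for L*N, 14 for N in WT-sib and 1 nitrate gene there. Median scaling gave 1 for G, and an offset of 32 gave 5 for L*N. Dim probe sets left out gave unadjusted counts of 59 for G, 161 for L*N, 27 for N*G, 12 for L*G, 8 for N*L*G and 105 for the union, and 2 and 0 opposite responses to N and light. No trend in the prior variance gave 1 for G, 1 for L*N, 23 for N in WT-sib, 37 in bzip1-1 and, unadjusted, 82 for N*L*G. An adjusted p under 0.20 gave 582 for N, 8497 for L, 4 for G, 28 for L*N, 88 and 143 for N and 5779 and 5572 for L in WT-sib and bzip1-1. The 12 arrays of each genotype gave 16 and 38 for N, and 4 nitrate genes in bzip1-1. Replicate numbers 2 and 3 alone gave 77 for N, 4 for L*N, 8 and 7 for N in the genotypes, 37 listed probe sets, 0 and 1 nitrate genes, 85 for L*G and 88 for N*L*G unadjusted, and 15 opposite responses to light. Cluster #6 then had an N*L*G value of 0.65 (exact p = 0.083). Without the pair of arrays, 28 passed for L*N, and cluster #5 had an N*L*G value of -0.46 (exact p = 0.052). The clusters matched were 0 on 24 arrays, 0 on log2 signal, 14 with complete linkage and 20 with the exchange. The exact test within pairs kept the call of each cluster's leading genotype term, while of the other cluster contrasts 8 lost their call and 1 gained one. Without dim members 19 of the 20 leading calls were kept, cluster #5 had an N*L*G value of -0.116 (exact p = 0.402), and of the other contrasts 8 lost their call, 5 gained one and 28 turned in sign with neither value passing. The leading value was then smaller by over 1.5-fold in 11 of the 20 clusters. With each array left out, adjusted counts ran from 1 to 3 for G, 1 to 26 for L*N, 19 to 39 for N in WT-sib and 26 to 93 in bzip1-1. The lowest in WT-sib was without the -N-L array of number 2, and those in bzip1-1 were without the +N+L and +N-L arrays of number 3. Unadjusted N*G ran from 57 to 158, opposite responses from 6 to 20 for N and 6 to 13 for light, and nitrate genes in WT-sib from 1 to 4.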

Differences from the paper's values

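Cluster membership with 1 probe set exchanged, the light changes by nitrogen and the value without a dim gene were chosen after the values were seen, and the other comparisons were set before the data were examined. The paper's counts were made after a filter on detection calls that is not applied to the values here, and both use an unadjusted p under 0.01. For N*G the paper's value is 56 and the value here 85. The counts differ by more than 1.5-fold with the replicate block (223), plain ANOVA on linear signal (86) and on log2 signal (86), quantile normalization (93), median scaling (89), an offset (88), no trend in the prior variance (101), dim probe sets left out (27) and 12 of the 24 fits that leave out an array. They are closer than that in the other 12, the lowest being 57 without the WT-sib -N-L array of number 2. For L*G the paper's value is 33 and the value here 52. Median scaling (45) and 6 fits that leave out an array come within 1.5-fold, and the block (113), both plain ANOVAs (59 and 63), quantile normalization (55), the offset (59), dim probe sets left out (12), no trend (67) and 18 fits that leave out an array do not. For N*L*G the paper's value is 33 and the value here 54. Within 1.5-fold are 4 fits that leave out a bzip1-1 array, of -N-L number 1 (49) or number 2 (46), -N+L number 2 (46) or +N+L number 2 (44). The block (99), both plain ANOVAs (64 and 66), quantile normalization (65), median scaling (55), the offset (54), dim probe sets left out (8), no trend (82) and the other 20 fits are not. The paper's smallest cluster has 4 genes, and average linkage gave 1 here. Clustering 24 arrays (1) or log2 signal (2) differs as well, and complete linkage (5) and k-means (6) do not. Complete linkage with 1 probe set exchanged, chosen after seeing the values, gives 4 and drops 1 of the 219 listed probe sets.

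The paper states that the light response is attenuated in bzip1-1 in clusters #1, #6, #9 and #10. Averaged over nitrogen the change was smaller in bzip1-1 in #1 and #10, and larger in #9 (-0.392 against -0.293 in WT-sib), where the difference had an exact two-sided permutation p of 0.0506. In #6 it was smaller in bzip1-1 under -N (0.0747 against 0.193, exact permutation p = 0.255 for the difference) and larger under +N (0.692 against 0.247). The paper does not limit its statement to either. Without its 1 dim gene the change was smaller averaged over nitrogen (0.188 against 0.241). The paper states that the genes of cluster #13 are modestly induced by +N-L in WT-sib, where the change here was 0.000691, while the induction in bzip1-1 was 0.534 in the dark. The paper counts bZIP1 among the 219 listed genes, and the list holds no probe set with its locus.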

Other observations

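Cluster membership, the exchange within pairs and the values without dim genes were settled after the results were seen, and the other tests in this part were chosen before. The paper places clusters #7 and #12 in none of its classes. The 13 genes of cluster #7, with AT3G53070, were higher in bzip1-1 by 0.280 in scaled signal (exact two-sided permutation p = 1.25e-05, the smallest possible), or 0.239, 0.311 and 0.288 by replicate number. Without 7 dim genes the difference was 0.173 (exact p = 1.25e-05). Over all 13 genes the light change was -0.0423 in WT-sib (exact p = 0.245) and -0.199 in bzip1-1 (exact p = 0.01, and 0.0625 by exchange within pairs), which differ by -0.156 (exact p = 0.25). In the 6 genes of cluster #12 the N change was 0.256 in the dark and -0.0284 in light in WT-sib, and -0.163 and 0.371 in bzip1-1. The N*L*G value was 0.819 (exact p = 0.000313), from 0.752 to 0.946 by replicate number.

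PORB, a protochlorophyllide reductase, fell by 0.87 on the log2 scale (SE 0.17, adjusted p = 0.00056 in limma), in 12 of 12 pairs of arrays. Of 6 genes of chlorophyll biosynthesis 1 rose and 2 fell in light (3 when adjusted over the list alone), and of 4 of the light-harvesting complex 1 rose and 1 fell (2 over the list alone). Of 21 other bZIPs 2 fell in light and none rose. The 3 root-preferential genes, the 2 leaf photosynthesis enzymes and the 69 plastid-encoded probe sets had 0 members that passed for light or for nitrogen, and with the replicate block PYK10, 1 of the 3, passed for light (adjusted p = 0.0030). For nitrogen, 2 of 5 genes of ammonium assimilation rose (3 over the list alone or with the block), 3 of 13 dark-inducible genes rose (4 over the list alone or with the block, camera p = 0.197 with an estimated correlation), and BZIP53 rose among the 4 bZIPs of groups C and S1 at 0.76 (SE 0.16, adjusted p = 0.024). None of 4 clock genes, 5 flavonoid genes, 6 chlorophyll genes, 4 light-harvesting genes, 21 other bZIPs or 7 heat shock genes passed for nitrogen, while 2 heat shock genes did over the list alone and 1, HSP17.6A, with the block (adjusted p = 0.048). PUT4, a polyamine transporter gene, fell with N by 0.76 (SE 0.17, adjusted p = 0.036), and SAUR36, an auxin-responsive gene, fell by 0.90 (SE 0.13, adjusted p = 0.00070).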
